# Pheromone-based communication influences the production of somatic extracellular vesicles in *C. elegans*

**DOI:** 10.1038/s41467-024-47016-x

**Published:** 2024-03-28

**Authors:** Agata Szczepańska, Katarzyna Olek, Klaudia Kołodziejska, Jingfang Yu, Abdulrahman Tudu Ibrahim, Laura Adamkiewicz, Frank C. Schroeder, Wojciech Pokrzywa, Michał Turek

**Keywords:** Social behaviour, Caenorhabditis elegans, Membrane trafficking, Olfactory system

## Abstract

Extracellular vesicles (EVs) are integral to numerous biological processes, yet it is unclear how environmental factors or interactions among individuals within a population affect EV-regulated systems. In *Caenorhabditis elegans*, the evolutionarily conserved large EVs, known as exophers, are part of a maternal somatic tissue resource management system. Consequently, the offspring of individuals exhibiting active exopher biogenesis (exophergenesis) develop faster. Our research focuses on unraveling the complex inter-tissue and social dynamics that govern exophergenesis. We found that ascr#10, the primary male pheromone, enhances exopher production in hermaphrodites, mediated by the G-protein-coupled receptor STR-173 in ASK sensory neurons. In contrast, pheromone produced by other hermaphrodites, ascr#3, diminishes exophergenesis within the population. This process is regulated via the neuropeptides FLP-8 and FLP-21, which originate from the URX and AQR/PQR/URX neurons, respectively. Our results reveal a regulatory network that controls the production of somatic EV by the nervous system in response to social signals.

## Abstract (web summary)

Extracellular vesicles are fundamental in cellular communication. Here, authors show how C. elegans pheromones regulate vesicle production, showcasing the impact of social behaviors on cellular mechanisms.

## Introduction

Extracellular vesicles (EVs) are lipid bilayer-enclosed particles released by most cell types. Two major EV types can be distinguished based on their biogenesis: endosome-derived exosomes and membrane-derived ectosomes^1^. EVs can be employed by cells to remove unwanted biological material, such as misfolded proteins and damaged organelles, or to transport cargo, including proteins and nucleic acids, enabling exchange and communication between cells. Therefore, they are critical in multiple physiological processes and pathological states involving disrupted cellular homeostasis^2–5^. A recently discovered class of the largest membrane-derived evolutionarily conserved EVs, termed exophers, mediate both the elimination of waste from cells and the exchange of biological material between tissues - they were shown to play a significant role in cellular stress response, tissue homeostasis, and organismal reproduction^6–10^. Previous studies have spotlighted the role of exophers in safeguarding neuronal activity in *C. elegans* against proteotoxic stress by expelling cellular waste into surrounding tissues^7^. This mechanism is also mirrored in mammalian contexts, where the mouse cardiomyocytes release exophers loaded with defective mitochondria, thereby preventing extracellular waste accumulation and consequent inflammations, thus upholding metabolic balance within the heart^9^. However, the biological roles of exophers extend beyond the elimination of superfluous cellular components. In our previous work, we showed that the body wall muscles (BWMs) of *C. elegans* release exophers that transport muscle-synthesized yolk proteins to support offspring development, increasing their odds of development and survival^6^. The precise mechanisms by which external factors impact the regulation of exophergenesis, particularly in relation to animal development and reproduction, remain elusive.

In nematodes, social behaviors are intricately linked to a variety of ascaroside pheromones. These small-molecule chemical signals play pivotal roles in inter-organismal communication and somatic tissue response of *C. elegans*. They regulate a spectrum of behaviors and developmental processes, including gender-specific attraction, repulsion, aggregation, olfactory plasticity, dauer formation, and maternal provisioning, functioning upstream of conserved signaling pathways^11–16^. The biosynthesis of ascarosides involves the activity of acyl-CoA oxidases (ACOXs) and acyl-CoA synthetases (ACSs), which are responsible for the production and modification of specific ascarosides^16–19^. The behavioral responses to ascarosides mirror the complexity of their molecular structures and interactions with diverse G-protein-coupled receptors (GPCRs), indicating a sophisticated network of receptor-specific responses^20^. In this context, our study aims to uncover how exophergenesis is influenced by these nuanced social signals, with a special emphasis on understanding the distinct contributions of pheromones from male and hermaphrodite *C. elegans*.

Our study reveals a complex regulatory network governing exopher production, influenced by both male and hermaphrodite pheromones. The most abundant male pheromone ascr#10 increases exopher production, primarily through the sensory neurons ASK, ADL, and AWB, mediated by the STR-173 GPCR in ASK neurons. Conversely, the predominant hermaphrodite pheromone ascr#3, reduces exopher production. Central to this system are the AQR/PQR/URX neurons, which are directly exposed to the body cavity and monitor the worm’s body interior. These neurons release neuropeptides FLP-8 and FLP-21, crucial in downregulating exophergenesis in response to hermaphrodite pheromones, but not affecting the increase of exophergenesis triggered by male pheromones. Thus, exopher production emerges as an integrated response to internal states and external cues, finely balanced to adapt to varying environmental conditions. These findings provide insights into the physiological mechanisms in *C. elegans* and suggest potential conservation of these mechanisms across species.

## Results

### Male pheromones promote exopher generation in hermaphrodite muscles

Since muscle exophers mediate the transfer of maternal resources to offspring supporting their development, we hypothesized that exophergenesis (Fig. 1a) is regulated by metabolites-derived social cues generated within the worm population. We probed this by investigating how the presence of males could impact exopher production. To this end, we examined the number of exophers in *him-5* mutants, characterized by a marked increase in the percentage of males in the population (approximately 33%, compared to 0.3% in the wild type)^21^. Interestingly, *him-5* mutant hermaphrodites, co-cultured with *him-5* mutant males until the L4 stage and then transferred to a male-free plate (Fig. 1b), produce approximately 2.5 times more exophers than wild-type hermaphrodites grown on a male-free plate (Fig. 1c). This augmentation could be mediated by the previously postulated embryo-maternal signaling^6^ as *him-5* mutant hermaphrodites contain 26% more embryos *in utero* than their wild-type counterparts (Fig. 1d). To exclude the possibility that the observed increase in exopher numbers resulted from the *him-5* mutation rather than male presence, we cultured wild-type hermaphrodites on plates conditioned with *him-5* mutant or wild-type males for 48 h, subsequently removing them (Fig. 1e). Growing hermaphrodites on male-conditioned plates increased exopher production (Fig. 1f and h) to the same degree as when hermaphrodites were grown with males until the L4 larvae stage (Fig. 1c), regardless of the *E. coli* variant used as a food source (Supplementary Fig. 1a). This elevation in exophers production also coincided with a rise in the number of *in utero* embryos (Fig. 1g), indicating that *C. elegans* male-secreted compounds, e.g., pheromones, can promote embryo retention in the hermaphrodite’s uterus and increase exophergenesis. Longer exposure to male-conditioned plates or co-culture with males beyond larval development did not further increase exopher production in *him-5* mutant hermaphrodites (Supplementary Fig. 1b–d). We next evaluated whether the rise in exopher production was linked to continuous or stage-specific, acute exposure to male secretions by growing hermaphrodites on male-conditioned plates during four 24-hour intervals (Fig. 1i). Results show that 24 h of exposure to male-conditioned plates is sufficient to increase exophergenesis in hermaphrodite, regardless of the life stage at which the exposure occurred (Fig. 1i). This implies that exposure to male secretions solely during worms’ larval development can influence exopher level in adult hermaphrodites, with the most potent effect observed in animals exposed during the L4 larval stage to young adults’ day 1 stage, mirroring the effects of continuous exposure to male secretions (Fig. 1i). In all experiments, except for exposure during L4 larval stage to young adults’ day 1 stage, increased exopher production was observed to coincide with higher embryo retention in the uterus (Fig. 1j). Our data indicate that exophergenesis is finely modulated by perception of male-derived signals, possibly acting through embryo-maternal signaling.

**Fig. 1:**
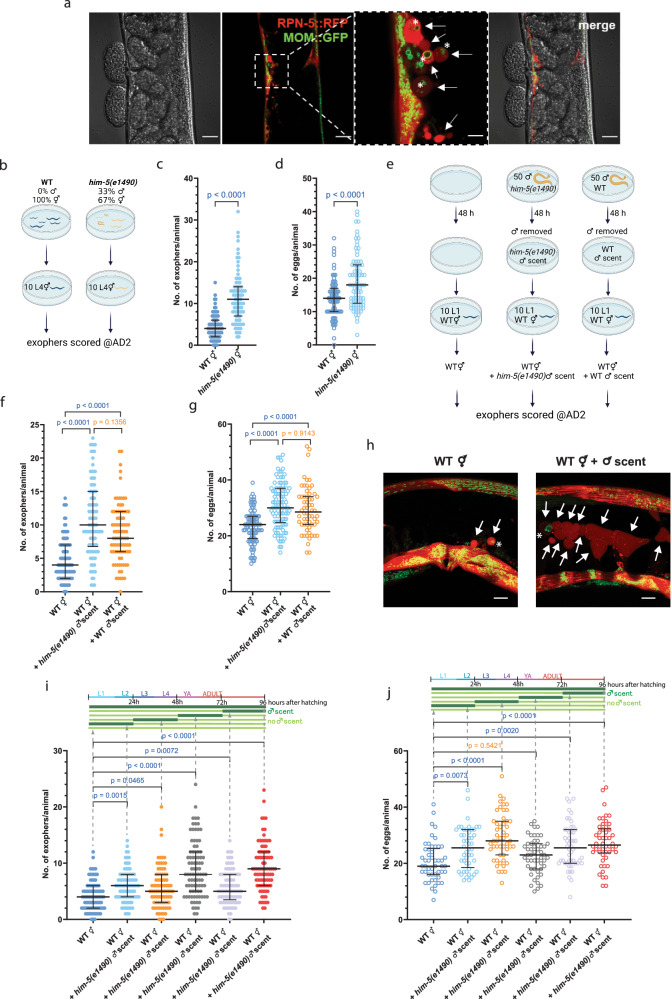
Production of *C. elegans* muscle exophers is regulated by male pheromones. **a** *C. elegans* muscle exophers featuring mitochondria, shown with red (RPN-5::wrmScarlet proteasome subunit) and green (mitochondrial outer membrane::GFP) fluorescence. Arrows point to exophers, asterisks mark mitochondria-containing exophers (consistent in at least 25 animals from three replicates). **b** Experimental setup schematic: *him-5(e1490)* mutant males were co-cultured from the L1 stage until the L4 stage and then transferred to a male-free plate until AD2 for exopher count assessment. Created with BioRender.com. **c** Increased percentage of males in the population (via *him-5(e1490)* mutation) leads to a higher exophergenesis level in hermaphrodites. *n* = 79 and 83 worms, *N* = 3 independent experiments. **d** Increased percentage of males in the population (via *him-5(e1490)* mutation) causes embryo retention in hermaphrodites. *n* = 79 and 85 worms, *N* = 3 independent experiments. **e** Experimental setup schematic: 50 *him-5*/wild-type males cultured on a plate for 48 h, then removed. Subsequently, 10 hermaphrodites were transferred to these plates and grown until AD2 for exopher number assessment. Created with BioRender.com. **f** Growing wild-type hermaphrodites on *him-5(e1490)* or wild-type male-conditioned plates increases exophergenesis levels. *n* = 106, 98, and 89 (for respective columns), *N* = 3 independent experiments. **g** Exposing wild-type hermaphrodites to *him-5(e1490)* or wild-type male secretome causes embryo retention in the uterus. *n* = 105, 98, and 60 (for respective columns), *N* = 3 independent experiments. **h** *C. elegans* hermaphrodites increase exopher production upon male pheromone exposure, shown with red (RPN-5::wrmScarlet proteasome subunit) and green (mitochondrial outer membrane::GFP) fluorescence. Arrows point to exophers, asterisks mark mitochondria-containing exophers (consistent in at least 25 animals from three replicates). **i**–**j** Exposure to male pheromones for 24 h triggers exophergenesis in hermaphrodites, regardless of the life stage at which the exposure occurs. Higher embryo retention in the uterus coincided with an increase in exopher production. **i** *n* = 90, 87, 85, 88, 89, and 90 worms (for respective columns), *N* = 3 independent experiments. **j** *n* = 50, 50, 48, 50, 50, and 50 (for respective columns), *N* = 2 independent experiments. Data information: Scale bars are (**a**) 20 μm and 5 μm (zoom in), **h** 10 μm. @AD2 means “at adulthood day 2”. Data are presented as median with interquartile range; not significant *p* values (*p* > 0.05) are in orange color, significant *p* values (*p* < 0.05) are in blue color (**c**–**d**) two-tailed Mann–Whitney test, (**f**–**g**, **i**, **j**) Kruskal-Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

### Elevated population density adversely affects exopher production

In light of our findings demonstrating an increase in exopher production in the presence of males within the population, we sought to examine the effect of hermaphrodite population density on this phenomenon. To this end, we established two distinct experimental conditions. In the first condition, hermaphrodites were cultured individually on plates, eliminating potential social cues. In the second condition, worms were raised as groups of 10 hermaphrodites per plate from the beginning of their development (Fig. 2a). In contrast to the effects of the presence of males, our results reveal that hermaphrodites grown at 10 hermaphrodites per plate consistently released fewer exophers compared to those grown as solitary animals (Fig. 2b, d). Both experimental groups contained an equivalent number of embryos *in utero* (Fig. 2c), suggesting that this modulation of exophergenesis occurs independently of embryo-maternal signaling. Furthermore, we observed that cultivating hermaphrodites in a population as small as five worms per plate was sufficient to decrease exopher production (Fig. 2e). Conversely, escalating the population size to one hundred animals per plate did not cause any further significant reduction in exopher production relative to 10 hermaphrodites per plate (Fig. 2f). Growing a single hermaphrodite on a plate conditioned by other hermaphrodites reduced exopher numbers to a level comparable to that observed at a density of 10 hermaphrodites per plate (Fig. 2g). Furthermore, raising individual adult hermaphrodites in the presence of larvae significantly decreased exopher production (Fig. 2h), highlighting the importance of population density, as even the presence of immature hermaphrodites can influence exophergenesis. The effect of hermaphrodites contrasts with the observed male-induced increase, underscoring a differential response to social cues from different sexes within the population.

**Fig. 2:**
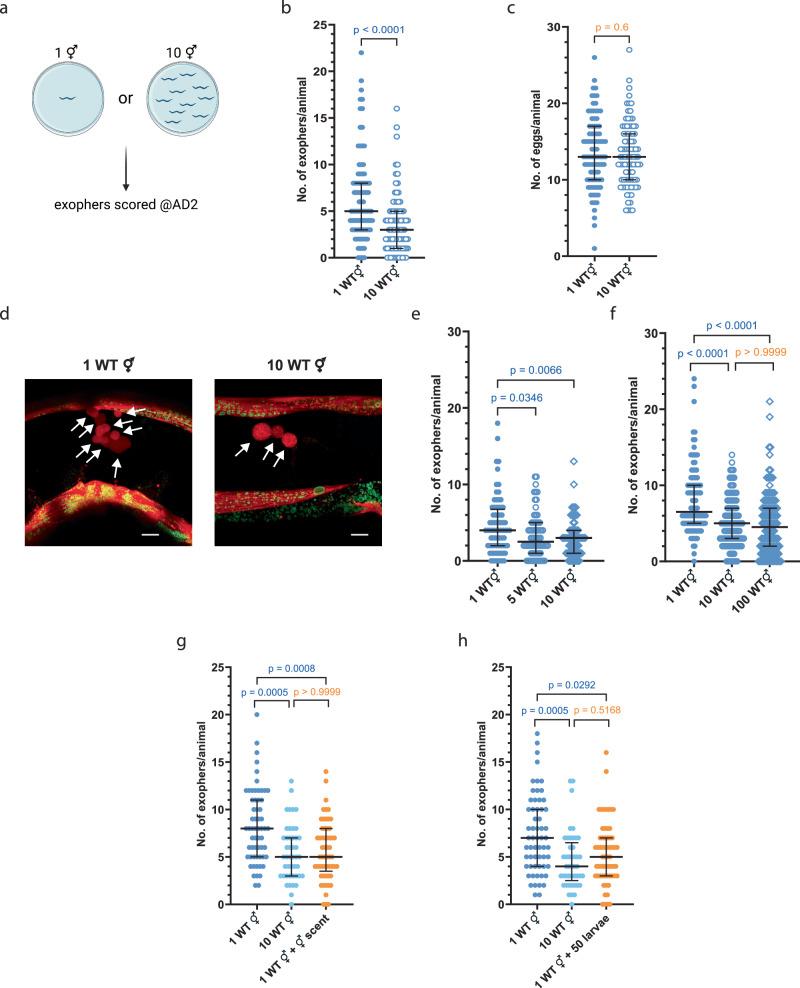
A rise in the population density of hermaphrodites adversely affects exophergenesis. **a** Experimental design for determining the effect of the presence of other hermaphrodites on the number of exophers. Created with BioRender.com. **b** *C. elegans* hermaphrodites grown in the presence of other hermaphrodites produce fewer exophers than solitary animals. *n* = 88, and 90 worms (for respective columns), *N* = 3 independent experiments. **c** Embryo-maternal signaling is not responsible for the differences in exophergenesis levels as solitary and accompanied hermaphrodites contain the same number of embryos *in utero*. *n* = 88, and 90 worms (for respective columns), *N* = 3 independent experiments. **d** Representative image shows reduced exopher production in hermaphrodites from high-density populations, with red (RPN-5::wrmScarlet proteasome subunit) and green (mitochondrial outer membrane::GFP) fluorescence. Arrows indicate exophers (consistent in at least 25 animals across three replicates). **e**, **f** Cultivating as few as five hermaphrodites per plate reduced exopher production, with no significant additional reduction observed when increasing the population to one hundred per plate. **e** *n* = 76, 70, and 75 worms (for respective columns), **f** *n* = 100, 112, and 124 worms (for respective columns), *N* = 3 independent experiments. **g** A single hermaphrodite on a plate previously occupied by other hermaphrodites yielded exopher numbers comparable to worms in the ten-hermaphrodite population. *n* = 60, 45, and 57 worms (for respective columns), *N* = 3–4 independent experiments. **h** Growing single adult hermaphrodite with developing larval hermaphrodites leads to a significant reduction in exopher production. *n* = 60, 45, and 61 worms (for respective columns), *N* = 3– 4 independent experiments. Data information: Scale bars are 10 μm. Data are presented as median with interquartile range; not significant p values (*p* > 0.05) are in orange color, significant *p* values (*p* < 0.05) are in blue color; (**b**, **c**) two-tailed Mann–Whitney test, (**e**–**h**) Kruskal–Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

### ascr#3 reduces, while ascr#10 enhances exopher production

In the intricate signaling network of *C. elegans*, ascaroside pheromones are pivotal for communicating population density and environmental states^22^. Notably, hermaphrodites predominantly secrete ascr#3, an ascaroside characterized by an α,β-unsaturated fatty acid, which plays a key role in signaling population levels^12^. Whereas, males secrete a wide range of sex-specific metabolites^23,24^, including several members of the ascaroside family of pheromones, among which a dihydro-derivative of ascr#3 named ascr#10 is the most abundant^11^. This minor structural modification in ascr#10 compared to ascr#3 has significant implications for its signaling properties: hermaphrodites are highly responsive to male-produced ascr#10, whereas hermaphrodite-produced ascr#3 has a repellent effect on hermaphrodites and attracts males^11,22^. Based on our observation that male-conditioned plates significantly boost muscle exopher production in hermaphrodites, in stark contrast to the reduced exopher production on hermaphrodite-conditioned plates, we investigated the roles of ascr#3 and ascr#10 in exophergenesis.

We observed that applying ascr#3 at picomolar concentrations to plates containing worms with exopher reporter at the L4 stage resulted in a reduction of exopher production in adulthood day 2 hermaphrodites (Fig. 3a). Notably, this effect was absent when hermaphrodites were continuously exposed to ascr#3 from the egg stage to adult day 2 (Fig. 3b), suggesting a developmental stage-specific response to ascaroside signaling. Exposing worms to ascr#3 did not lead to changes in the number of *in utero* embryos (Supplementary Fig. 2a), which is consistent with the data we obtained for hermaphrodites grown under higher population density (Fig. 2c). Conversely, when exposed to low nanomolar levels of ascr#10, hermaphrodites exhibited a rise in exopher production (Fig. 3c, d), while the quantity of embryos in the uterus remained unchanged (Supplementary Fig. 2b). This increase occurred consistently, whether the worms were continuously exposed to ascr#10 from the egg stage to the second day of adulthood (Fig. 3d), or only from the L4 larval stage onwards (Fig. 3c).

**Fig. 3:**
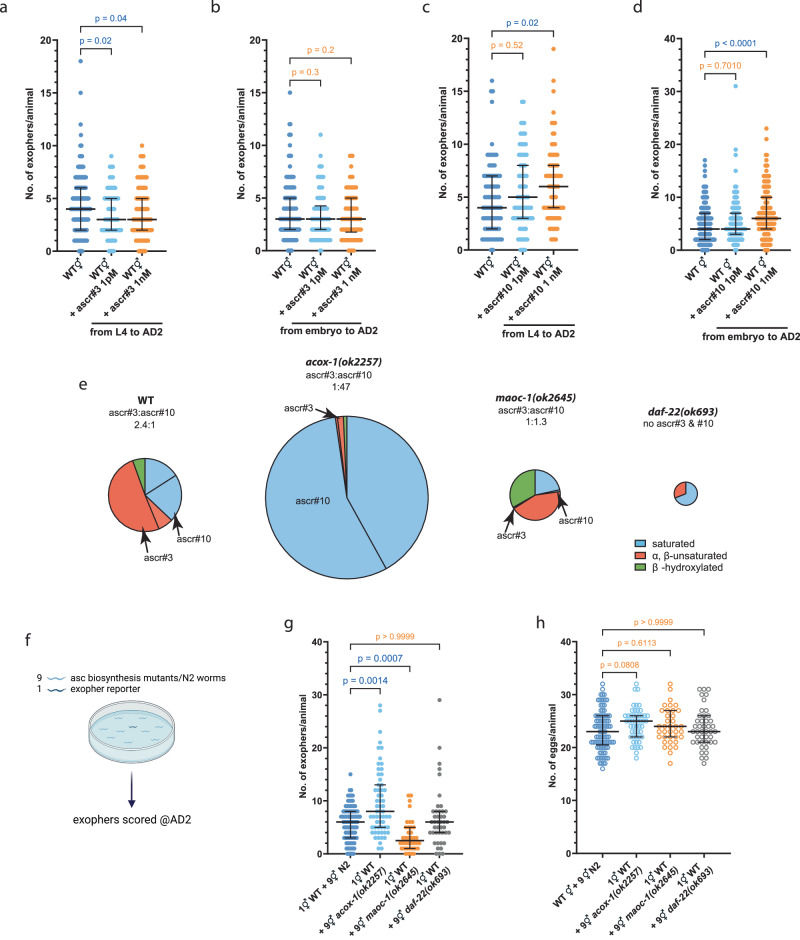
The production of exophers by hermaphrodites is inhibited by ascr#3 and stimulated by ascr#10 pheromones. **a** Hermaphrodites cultured from L4 to AD2 on NGM plates with 1 pM or 1 nM ascr#3 showed reduced exopher production. *n* = 222, 90, and 119 worms (for respective columns), *N* = 3 - 6 independent experiments. **b** Culturing hermaphrodites from embryos to AD2 with 1 pM or 1 nM ascr#3 on NGM plates did not affect exopher production. *n* = 149, 90, and 90 worms (for respective columns), *N* = 3 – 5 independent experiments. **c** Exopher production increased in hermaphrodites raised from L4 to AD2 on NGM plates with 1 nM ascr#10. *n* = 87, 85, and 79 worms (for respective columns), *N* = 3 independent experiments. **d** Raising hermaphrodites from embryos to AD2 on NGM plates with 1 nM ascr#10 led to increased exopher production. *n* = 190, 173, and 164 worms (for respective columns), *N* = 5–6 independent experiments. **e** Mutants deficient in the biosynthesis of short-chain ascarosides exhibit unique ascaroside pheromone profiles, characterized by low levels of ascr#3 and a varying ratio relative to ascr#10. Pie charts are based on the data from^25^ that were obtained for mixed-stage worm populations. Circle’s diameter denotes the proportion of produced ascarosides relative to wild-type. **f** Schematic representation of the experimental setup for investigating the influence of ascaroside biosynthesis mutants on exophergenesis level in wild-type worms. Created with BioRender.com. **g** Growing wild-type hermaphrodites in the presence of *acox-1(ok2257)* (high ascr#10 levels) and *maoc-1(ok2645)* (low levels of both ascr#3 and ascr#10) mutants increase and decrease exopher production, respectively. *n* = 93, 43, 60, and 38 worms (for respective columns), *N* = 3 independent experiments. **h** Growing wild-type hermaphrodites with ascaroside biosynthesis mutants does not influence the number of embryos in the uterus. *n* = 93, 43, 50, and 37 worms (for respective columns), *N* = 3 independent experiments. Data information: @AD2 means “at adulthood day 2”. Data are presented as median with interquartile range; not significant *p* values (p > 0.05) are in orange color, significant p values (*p* < 0.05) are in blue color; Kruskal-Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

Further investigations with worm mutants in which the biosynthesis of the ascaroside side chains via peroxisomal β-oxidation is perturbed^22^ revealed complex interactions between ascaroside biosynthesis and exophergenesis. As shown in Fig. 3e, *acox-1(ok2257)*, *maoc-1(ok2645)*, and *daf-22(ok693)* mutants each exhibit distinct ascaroside profiles, including dramatically different amounts of ascr#3 and ascr#10^25^. Similar to the male co-culture experiments, we examined exophergenesis in reporter animals co-cultured with ascaroside biosynthesis mutant hermaphrodites (one reporter worm with nine mutant worms per plate, Fig. 3f). Co-culture with *acox-1(ok2257)* mutant hermaphrodites, in which levels of ascr#10 are dramatically increased relative to ascr#3, increased exopher production in the reporter strain. This suggests that a balance between ascr#3 and ascr#10 may be crucial for exopher regulation, with the presence of a higher concentration of ascr#10 overriding the inhibitory effect of ascr#3 (Fig. 3g). In contrast, *maoc-1(ok2645)* worms present a starkly different biochemical landscape, with very low levels of ascr#3, ascr#10, and other short-chain ascarosides, and an accumulation of long-chain ascarosides typically absent in wild type. Interestingly, when hermaphrodites are co-cultured with these worms, there is a reduction in exopher production (Fig. 3g). This could indicate that other metabolites accumulating specifically in *maoc-1(ok2645)* worms, e.g., side-chain hydroxylated medium-chain ascarosides^25^ also affect exophergenesis. The *daf-22(ok693)* mutants add an additional layer of complexity. These worms do not produce the dauer-inducing and male-attracting ascarosides, including ascr#3 and ascr#10^25^. Yet, their presence does not affect exopher production in the reporter strain (Fig. 3g). This phenomenon could potentially be explained by the concurrent lack of both ascr#10, which has a stimulatory role, and ascr#3, which acts as an inhibitor. In the absence of these signaling ascarosides, a neutral impact on the exopher production pathway might occur, suggesting that the presence of either ascaroside is essential for activating the relevant regulatory processes. Furthermore, this situation may indicate a potential redundancy within the exopher production pathway. It is plausible that other metabolites accumulating specifically in *daf-22(ok693)* worms also affect exophergenesis, thus preserving the equilibrium in regulatory mechanisms governing exopher formation. Additionally, the quantification of embryos within the reporter strain reveals no notable change in response to co-culture with the three different ascaroside biosynthesis mutants (Fig. 3h), indicating that the pheromone-driven modulation of exophergenesis in hermaphrodites primarily functions independently of the signaling pathways involved in embryo-maternal interactions.

### ASK, ASI, and ASH olfactory neurons regulate exopher production in hermaphrodite populations

Given the role of many olfactory neurons in detecting ascarosides^16^ (Fig. 4a), we examined whether genetic ablation of all ciliated sensory neurons would abolish hermaphrodite pheromone-regulated exophergenesis inhibition. As shown in Fig. 4b, *che-13(e1805)* mutants, which do not form proper cilia and are incapable of pheromone detection^26^, produce a minimal number of exophers (Fig. 4b). To initially determine the impact of sensory neurons on the basal production of exophers, both in the presence and absence of conspecific pheromones, we conducted an analysis of exopher numbers in nematodes where sensory neurons known for pheromone detection were genetically ablated^27^. We found that regardless of the growth conditions, the ablation of ASK, ADL, or AWC leads to significant suppression of exopher production, akin to *che-13(e1805)* mutants, while ASH ablation results in a modest reduction (Fig. 4c, Supplementary Fig. 3a). Notably, worms with genetically ablated neurons, which showed diminished exophergenesis, also displayed fewer eggs *in utero* (Fig. 4d). Considering the prominent effect on exophergenesis observed in worms with genetic ablation of AWC thermo-responsive neurons^28,29^, we investigated the influence of temperature on exophers number. When growing worms at 15, 20, or 25 °C, we noted a temperature-related rise in exopher formation (Supplementary Fig. 3b). This increase was diminished in the absence of AWC, substantiating the temperature-dependent control of exophergenesis by these neurons (Supplementary Fig. 3b). Interestingly, the introduction of male-specific, pheromone-sensing CEM neurons in hermaphrodites (via ceh-30 gain-of-function mutation^30^) did not result in changes in exopher levels when grown under higher population density (Fig. 4c) but caused a decrease in exopher production when animals were grown in isolation (Supplementary Fig. 3a), indicating a hermaphrodite-specific pathway for sensing pheromones that regulates exopher dynamics in response to other hermaphrodites.

**Fig. 4:**
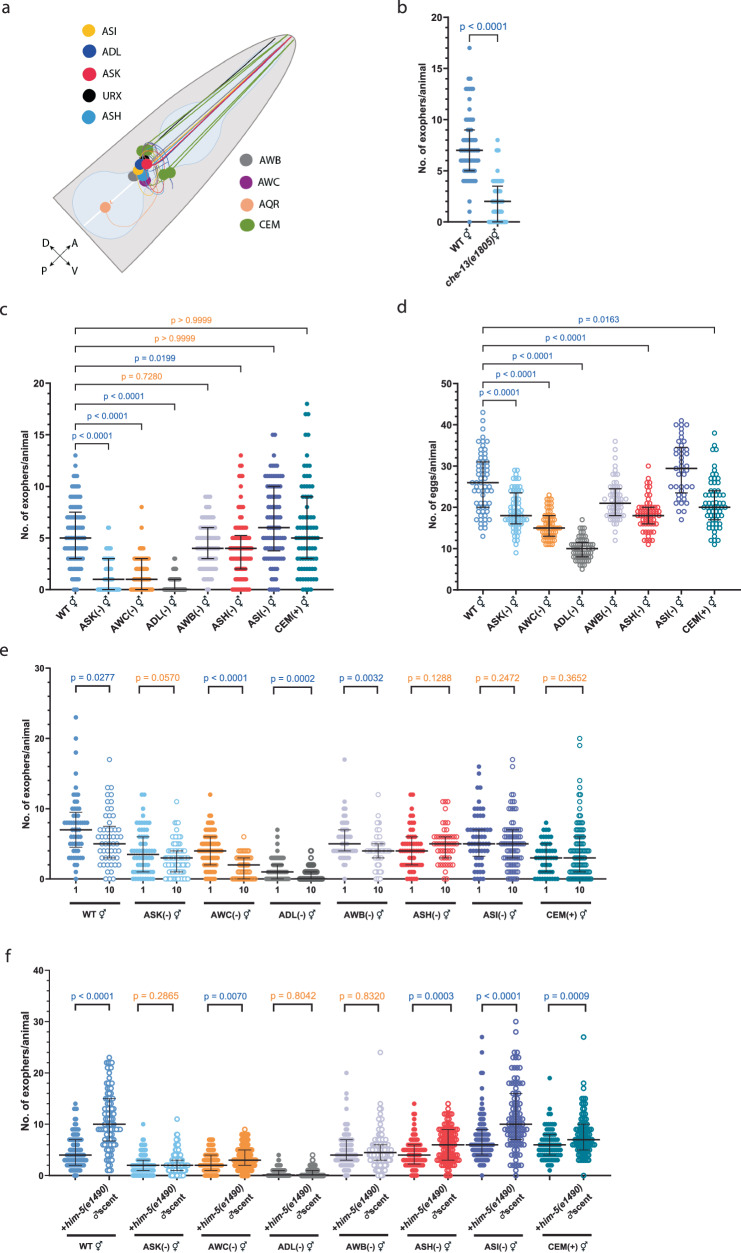
Multiple olfactory neurons regulate exophergenesis levels in response to hermaphrodite and male pheromones. **a** Sensory neurons investigated within this study. **b** Hermaphrodites with impaired ciliated sensory neurons exhibit reduced exophergenesis. *n* = 66 and 65 worms (for respective columns), *N* = 3 independent experiments. **c** Genetic ablation of ASK, AWC, ADL, or ASH neurons reduces exopher production in hermaphrodites grown in higher-density populations. *n* = 97, 61, 62, 90, 83, 90, 90, and 79 worms (for respective columns), *N* = 3 independent experiments. **d** Worms with genetically ablated neurons, resulting in reduced exophergenesis, also exhibited fewer eggs *in utero*. *n* = 61, 61, 61, 61, 61, 61, 41, and 61 worms (for respective columns), *N* = 2 - 3 independent experiments. **e** Decreased exophergenesis level due to exposure to hermaphrodite pheromones is mediated by ASH, ASI, and ASK neurons and can be altered by adding CEM male-specific neurons. A schematic representation of the experimental setup is presented in Fig. 2a. *n* = 57, 53, 62, 82, 84, 53, 88, 96, 49, 66, 55, 50, 56, 86, 50, and 88 worms (for respective columns), *N* = 3 independent experiments. **f** Increase in exophergenesis levels due to exposure to male pheromones is mediated by ASK, AWB, and ADL neurons. A schematic representation of the experimental setup is presented in Fig. 1e (without conditioning with WT males). *n* = 106, 98, 99, 108, 101, 100, 98,106, 94, 98, 92, 95, 101, 90, 77, and 89 worms (for respective columns), *N* = 3 independent experiments. Data information: Data are presented as median with interquartile range; not significant p values (*p* > 0.05) are in orange color, significant *p* values (*p* < 0.05) are in blue color; (**b**, **e**, **f**) two-tailed Mann-Whitney test, (**c**, **d**) Kruskal–Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

Next, we sought to pinpoint the neurons crucial for downregulating exopher production in response to the presence of other hermaphrodites. We grew hermaphrodites with genetically ablated different classes of olfactory neurons either singly or at a population density of 10 hermaphrodites per plate (Fig. 2a). Our analysis with strains showing impaired olfaction revealed that ASH, ASI, and ASK neurons are pivotal in exophergenesis downregulation in response to the presence of other hermaphrodites (Fig. 4e). We next investigated whether the observed effects were linked to a reduced number of embryos in the uterus of the reporter strain. We examined the embryo count in wild-type worms missing one of the key neurons for exopher regulation in hermaphrodite populations, ASI, and also considered nematodes without AWB neurons, which did not show a block in exopher reduction at a higher population density, as a comparative control (Fig. 4e). Upon comparing the number of *in utero* embryos in wild-type, and ASI-, and AWB-ablated mutants, we observed a slight increase in wild-type and ASI-ablated worms, but no variation in worms lacking AWB neurons (Supplementary Fig. 3c). This suggests that the absence of decreased exopher production in worms with ASI-ablated neurons at higher hermaphrodite densities is not related to impaired embryo production. Additionally, worms with ablated ASI and AWB neurons, even when grown with mutants lacking ascaroside side-chain biosynthesis, did not exhibit altered exopher numbers (Supplementary Fig. 3d, e). These findings indicate that the ASK, ASI, and ASH olfactory neurons are key in regulating exopher production within hermaphrodite populations.

### ASK, AWB, and ADL sensory neurons govern exophergenesis in response to males-social cues

Subsequently, we explored which olfactory neurons are essential for detecting male pheromones that enhance exophergenesis. By growing hermaphrodites with genetic ablations of different classes of olfactory neurons on *him-5* mutant male-conditioned plates (as shown in Fig. 1e scheme), we determined that the removal of ASK, AWB, or ADL neurons prevented the increase in the number of embryos *in utero* and nullified the enhancement in exopher production driven by male-emitted pheromones (Fig. 4f; Supplementary Fig. 3f). These results align with previously described roles for ASK, AWB, and ADL neurons in male pheromone sensing^12,31–33^. It is important to note that the influence of these neurons on exophergenesis appears to be tightly intertwined with the male pheromone-dependent accumulation of embryos in the uterus (Supplementary Fig. 3f), further highlighting the complex interplay between sensory neuron responses and social cues in modulating EV production by muscles.

### STR-173 receptor mediates pheromone-dependent exophergenesis modulation through ascr#10

Binding signaling molecules to the relevant receptor is the first step in transducing neuron chemosensory signals. Many of the over 1,300 GPCRs in *C. elegans* may contribute to chemosensory pathways^34^. Internal states and environmental conditions can modulate GPCRs expression to affect worm behavior^35–38^. 

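Hermaphrodites of a strain that carries fluorescent reporters of exophers and of mitochondria in the body wall muscles were grown with 1 worm or with 10 worms per plate, and RNA was collected on adulthood day 2, with 3 libraries per growth condition. PolyA RNA was sequenced as paired-end reads, which the authors trimmed, aligned with STAR and counted on the exons of each gene with featureCounts, keeping only uniquely placed reads. The authors deposited these counts for 46756 genes without normalization, and a second table of 14883 genes in which each count is divided by one factor per library. That second table holds the genes with a mean count above 10, and its factors lie between 0.930 and 1.06. The libraries of solitary worms held 55176436, 62269301 and 57971496 counts on genes. The libraries of worms grown 10 per plate held 57077055, 58645122 and 62794403, so the depth of both conditions overlapped. The counts of replicates differed by more than sampling noise in every pair of the same condition (chi-square per degree of freedom from 6.28 to 25.0), so each library was kept as a separate replicate. From the unnormalized counts, the 18428 genes with at least 10 counts summed over the 6 libraries were scaled by edgeR's TMM method and compared with its quasi-likelihood test, without a term other than the growth condition. G protein-coupled receptor (GPCR) genes were taken by gene symbol, as the chemoreceptor families and a list of other receptors, and 527 of them, 388 in chemoreceptor families, passed the count minimum and were treated as detected. The minimum was kept low because a receptor made in few neurons yields few reads from whole worms. With edgeR's filterByExpr in its place, 215 GPCR genes were tested.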

To identify the receptor(s) responsible for ascaroside-mediated alterations in exopher formation, we performed RNA-sequencing of animals grown either as a single animal or at a density of 10 hermaphrodites per plate (Supplementary Fig. 4a). On the transcriptional level, neither group differed markedly (Supplementary Fig. 4b), and none of the detected GPCRs was significantly up-or down-regulated (Supplementary Table 1). However, *str-173* receptor transcript, which shows among all of the G protein-coupled receptors one of the most evident trends between growth conditions (2.3 fold change), is, according to single-cell RNA-seq data^39^ expressed almost exclusively in ASK neurons (Supplementary Fig. 4c). 

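Of the 18428 genes tested, 44 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 of them higher and 43 lower in worms grown 10 per plate, and 2 of the 44 also had an absolute log2 fold change above 1. F35E8.13 (WBGene00009424, chromosome V of WBcel235, 15923279 to 15926154) fell from 0.552 ± 0.188 to 0.0770 ± 0.0398 CPM (TMM-scaled; SD, n = 3 libraries each), a log2 fold change of -2.80 (standard error 0.46, adjusted p = 0.0446 from edgeR's quasi-likelihood test). F18E3.12 (WBGene00045275, chromosome V, 7414985 to 7415254) fell from 2.65 ± 0.449 to 1.09 ± 0.0763 CPM, a log2 fold change of -1.28 (standard error 0.19, adjusted p = 0.0292 from edgeR's quasi-likelihood test). For both genes all 3 solitary libraries lay above the other 3, and the direction held in every fit that left out one library. Their calls did not: 5 of the 6 fits that each left out one library called 0 genes, and the fit without solitary replicate 3 called 70. The median absolute log2 fold change over the tested genes was 0.13, and 18.3% of them had 3 libraries of one condition above all 3 of the other, where chance gives 10%. The called genes were short, with a median exonic length of 352 nucleotides against 1223 over the tested genes, and the log2 fold changes rose with length across genes. With that trend removed from each library, a step chosen after the data had been seen, 0 genes had an adjusted p under 0.05 and 1261 an unadjusted p under 0.05, while F35E8.13 kept a log2 fold change of -2.75 and F18E3.12 of -1.03.
None of the 527 detected GPCR genes passed the 2 thresholds (0 genes), whether adjusted over all tested genes or adjusted over the list alone, and 0 had an adjusted p under 0.05 at any fold change. An unadjusted p under 0.05 was reached by 22 GPCR genes, 15 higher and 7 lower in worms grown 10 per plate. The smallest was that of the glutamate receptor gene mgl-2 (WBGene00003233, chromosome I, 10383144 to 10391388), which rose from 2.34 ± 0.226 to 3.79 ± 0.781 CPM (SD, n = 3 each), with a log2 fold change of 0.70 (standard error 0.17, adjusted p = 0.150 from edgeR's quasi-likelihood test) and of 0.62 with the length trend removed. Next came srw-86, with a log2 fold change of 2.41 (standard error 0.67, adjusted p = 0.182 from edgeR's quasi-likelihood test) on 1 to 7 counts per solitary library and 8 to 28 per library of 10 worms per plate. The latrophilin gene lat-1 followed with a log2 fold change of 0.14 (standard error 0.04, adjusted p = 0.183 from edgeR's quasi-likelihood test), which became 0.06 with the length trend removed. Without a count minimum, srw-86 was the 1 GPCR gene that passed both thresholds (adjusted p = 0.0026 from edgeR's quasi-likelihood test, in a range up to 0.582 over the alternatives), and 57 genes were called in all. Its log2 fold change stayed at 2.41, so the lower p did not come from a larger change. In the same test the adjusted p of F18E3.12 went from 0.0292 to 7.34e-07 at a log2 fold change of -1.28. The cause was not tested. The largest fitted fold changes, those of srw-44, srg-66 and srz-47, rested on solitary libraries with at most 1 count. The libraries of worms grown 10 per plate held 2, 6 and 2 counts for srw-44, 10, 7 and 0 for srg-66, and 5, 8 and 1 for srz-47, and the conditions of srg-66 and srz-47 overlapped. Counted against a floor of 3 counts, the observed means were at least 1.07-fold, 1.79-fold and 1.49-fold higher in worms grown 10 per plate. These bounds leave out counting error and the spread between libraries. No change is therefore not excluded (adjusted p = 0.287, 0.340 and 0.317 from edgeR's quasi-likelihood test). Without replicate 3 of worms grown 10 per plate the bounds rose to 1.28-fold, 2.68-fold and 2.07-fold. The bound of srw-44 rested on replicate 2, since replicates 1 and 3 held 2 counts each, under the floor. Bounds would fall for srz-47 without replicate 2 (5 and 1 counts left) and for srg-66 without replicate 1 (7 and 0 left).
The depth limits what could be called among receptors. Their median mean count per library was 6.83, with 385 of the 527 under 20 counts. In counts simulated from the means and spread of these libraries, the test recovered 23 of 200 GPCR genes changed 2.3-fold. Among them it recovered 0 of the 143 with a mean count under 20 and 15 of the 17 with a mean count of 100 or more. For 200 genes drawn from all tested genes it recovered 132, including each of the 121 with a mean count of 100 or more. A 2.3-fold change of a single weakly expressed receptor was therefore not detectable after adjustment at this depth.

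**Figure D1:**
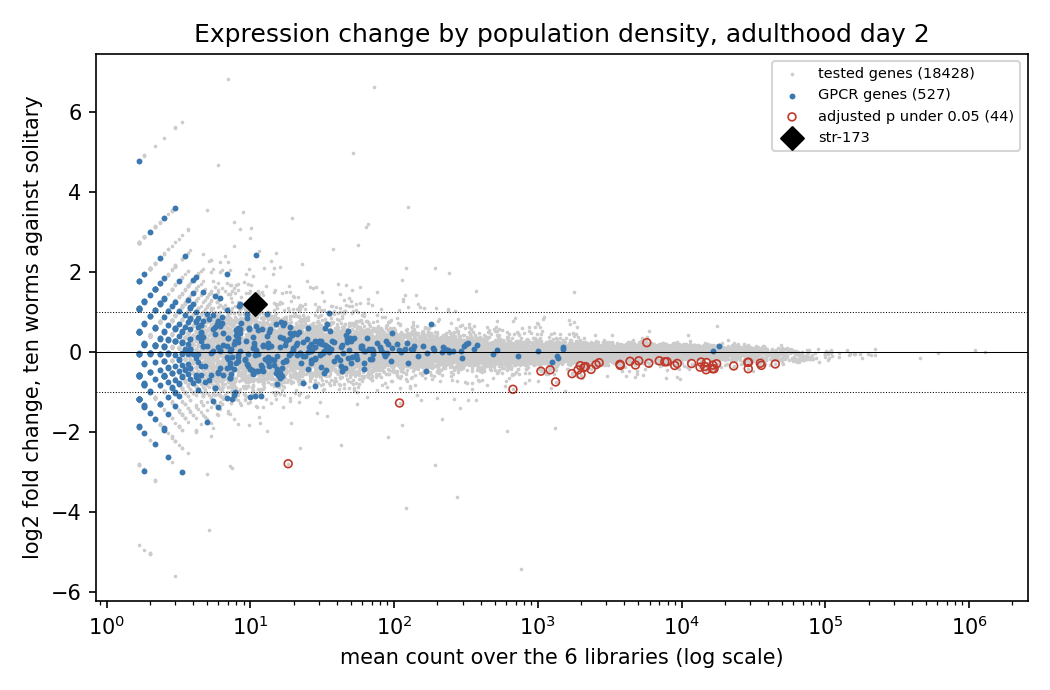
Log2 fold change of each tested gene, worms grown 10 per plate against solitary worms, against its mean count over the 6 libraries on a log scale. Gray points are the 18428 tested genes, blue points the 527 detected GPCR genes, red circles the 44 genes with an adjusted p under 0.05 and the black diamond str-173, and dotted lines mark log2 fold changes of -1 and 1; most GPCR genes lie at low counts, where fold changes scatter widely.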

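str-173 (WBGene00006217) lies on chromosome IV of WBcel235 from 4861773 to 4864149 on the plus strand, with 1 annotated transcript of 7 exons and 1478 nucleotides of exonic sequence. Its coding sequence starts in exon 1 at 4862185, after a 5′ untranslated region that opens at 4861773 and shares its first bases with an annotated tRNA on the same strand (4861754 to 4861827) and a noncoding RNA on the opposite strand (4861765 to 4861831). Reads there could have been left out or split by the counting, so the level of str-173 carries that uncertainty. The counts of str-173 were 9, 5 and 5 in the solitary libraries and 18, 14 and 14 in the libraries of worms grown 10 per plate. Scaled for library size, this was 0.111 ± 0.0471 CPM in solitary worms and 0.255 ± 0.0307 in worms grown 10 per plate (SD, n = 3 libraries each). The log2 fold change was 1.20 (standard error 0.45), which is 2.29-fold, beside the paper's reported value of 2.3. It had an unadjusted p of 0.0207 and an adjusted p of 0.318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.923 adjusted over the list alone. All 3 libraries of worms grown 10 per plate lay above all 3 solitary libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The 95% Wilson intervals of single libraries, which cover counting error only, ran from 0.0343 to 0.310 CPM over the solitary libraries and from 0.142 to 0.453 over the others, so the ranges of both conditions overlapped. With each library left out in turn, the log2 fold change stayed between 1.01 and 1.58, and its unadjusted p from edgeR's quasi-likelihood test lay between 0.0103 and 0.0698, over 0.05 in 3 of the 6 fits. With the length trend removed it was 1.20.
By unadjusted p, str-173 ranked 10 among the 527 detected GPCR genes and 8 among the 388 of chemoreceptor families. The rank by p moved between 4 and 31 when single libraries were left out. By the size of its fold change it ranked 56, and 54 of the 55 genes above it had fewer counts in total. In combinations chosen after the data had been seen, its fold change ranked 1 among the 215 GPCR genes kept by edgeR's filterByExpr and 443 among the 1161 tested without a count minimum. The paper puts str-173 forward from this trend, together with its expression in ASK neurons in single-cell data of others, for study in the pheromone-mediated modulation of exopher formation, for which it had found ASK neurons to be essential.

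**Figure D2:**
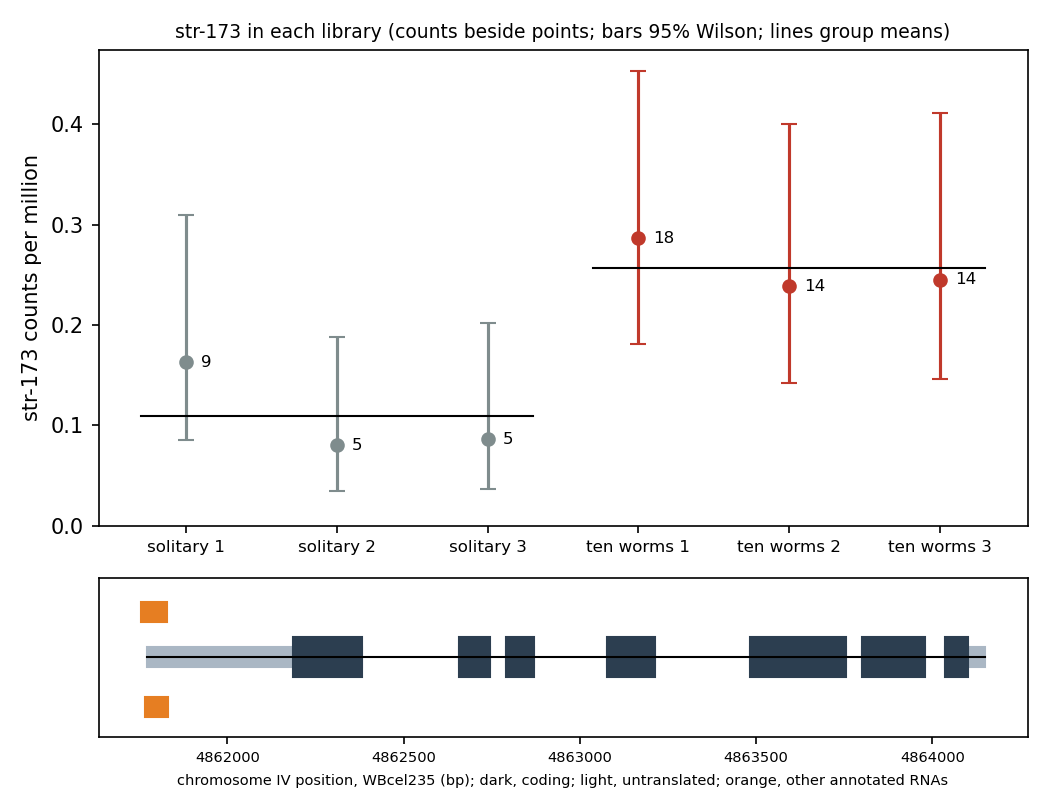
Top, CPM of str-173 in each library, with the count beside each point, 95% Wilson intervals as bars and the mean of each condition as a line; the 3 solitary libraries hold 5 to 9 counts and the 3 libraries of worms grown 10 per plate hold 14 to 18. Bottom, the str-173 gene on chromosome IV of WBcel235 in base pairs, with coding exons dark, untranslated exons light and the overlapping annotated RNAs in orange, above the gene on the same strand and below it on the opposite strand.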

Since we found that ASK is essential for pheromone-mediated modulation of exopher formation, we investigated the role of *str-173* in this pathway.

The wrmScarlet CRISPR/Cas9-mediated transcriptional knock-in for the *str-173* gene confirmed its strong expression during the late development and adulthood in ASK neurons and revealed additional expression in OLQ neurons, the pharynx, vulva muscles, and the tail (Fig. 5a, b). Next, we created *str-173* null mutants again using CRISPR/Cas9 editing (Supplementary Fig. 4d). We observed that *str-173* gene knockout neither influences the basal level of exophergenesis in *str-173* mutant hermaphrodites (Fig. 5c) nor robustly impacts population density-mediated exophergenesis decrease (Fig. 5d). Interestingly, contrary to wild-type worms, *str-173* mutants did not exhibit an increase in exopher production in response to male pheromones (Fig. 5e). Recognizing the potential function of STR-173 in male pheromone-mediated signaling, we investigated its participation in the ascr#10 recognition. Contrary to the increase in exopher production observed in wild-type animals, *str-173* mutants exposed to ascr#10 display a decrease in exopher production, emphasizing STR-173’s role in translating male pheromone cues into physiological responses (Fig. 5f, g).

**Fig. 5:**
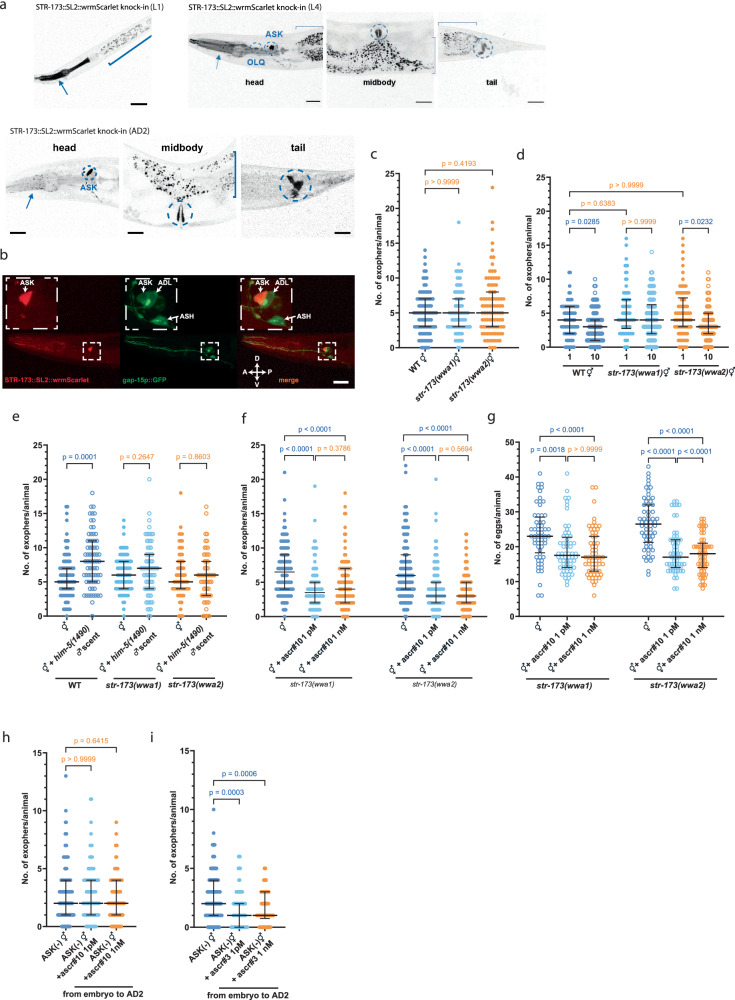
The STR-173 receptor facilitates the pheromone-dependent modulation of exophergenesis via ascr#10. **a**, **b** The *str-173* 7TM receptor is expressed in neurons (ASK and probably^#^ OLQ) and non-neuronal tissues (pharynx marked with an arrow, vulva, and probably^##^ rectal gland marked with circles). Square brackets mark gut autofluorescence. ^#^based on the position and scRNAseq data^39^^##^based on the position and shape, consistent in at least 20 animals from three replicates. **c** Exophergenesis level in *str-173* mutants co-cultured with other hermaphrodites is unchanged compared to wild-type worms. *n* = 90 worms, *N* = 3 independent experiments. **d** Knockout of the *str-173* gene does not robustly affect the decrease in exophergenesis mediated by changes in population density. *n* = 90, 90, 86, 90, 86, and 90 worms (for respective columns), *N* = 3 independent experiments. **e** Increase in exophergenesis levels due to exposure to male pheromones depends on the STR-173 7TM receptor. *n* = 90, 70, 90, 72, 90, and 60 worms (for respective columns), *N* = 2 - 3 independent experiments. **f**, **g** When exposed to ascr#10, *str-173* mutants exhibit a reduction in exopher production and *in utero* embryo number, underscoring the importance of STR-173 in mediating ascr#10 function in exophergenesis regulation. **f** *n* = 106, 104, 113, 107, 104, and 107, *N* = 4 independent experiments; **g** *n* = 60 worms, *N* = 2 independent experiments. **h** Removal of ASK neurons abolished the effect of ascr#10 on exophergenesis. *n* = 135, 109, and 117 worms (for respective columns), *N* = 3 independent experiments. **i** Removal of ASK neurons potentiates the inhibitory effect of ascr#3 on exophergenesis. *n* = 150, 90, and 90 worms (for respective columns), *N* = 3-5 independent experiments. Data information: Scale bars are (**a**) 30 μm and (**b**) 20 μm. Data are presented as median with interquartile range; not significant *p* values (*p* > 0.05) are in orange color, significant *p* values (*p* < 0.05) are in blue color; (**c**, **d**, **f**–**i**) Kruskal–Wallis test with Dunn’s multiple comparisons test, (**e**) two-tailed Mann-Whitney test. Source data are provided as a Source Data file.

The observed decrease in exopher production in *str-173* mutants exposed to ascr#10 suggests the presence of another ascaroside receptor(s) capable of binding ascr#10 that plays an opposite role in exopher regulation to STR-173. Exposing worms with ablated ASK neurons to ascr#10 did not lead to significant changes in exopher counts (Fig. 5h), suggesting that receptor(s) that mediate ascr#10-dependent decrease in exopher production is also located in ASK neurons. Finally, considering the opposite effects of ascr#10 and ascr#3 on exophergenesis, we hypothesized that eliminating ascr#10’s stimulatory impact on exophergenesis by ablating ASK neurons might enhance ascr#3’s inhibitory effect. Indeed, we observed that worms with ablated ASK neurons produced fewer exophers when exposed to ascr#3, even in early development (Fig. 5i), while this effect in wild-type worms was only evident when exposure occurred from the L4 larval stage onwards (Fig. 3a, b).

### AQR, PQR, and URX neurons activity limit exophergenesis

Among the 118 classes of neurons in *C. elegans*, only four are directly exposed to the pseudocoelomic cavity^40^. Three classes of these neurons, AQR, PQR, and URX, regulate social feeding in worms^41^. Given that exophers are released to the worm’s pseudocoelomic cavity and are regulated by social cues, we hypothesized that AQR, PQR, and URX might play a role in exophergenesis. To test for that, we first investigated the effect of genetic ablation of AQR, PQR, and URX neurons on exopher production. Indeed, the removal of these neurons leads to a substantial increase in exophergenesis (Fig. 6a). Notably, the increased number of exophers generated by worms with genetically ablated AQR, PQR, and URX neurons is not the result of boosted embryo-maternal signaling as these animals have a modestly reduced number of eggs *in utero* (Fig. 6b) and smaller brood size (Supplementary Fig. 5a, b) than wild-type control.

**Fig. 6:**
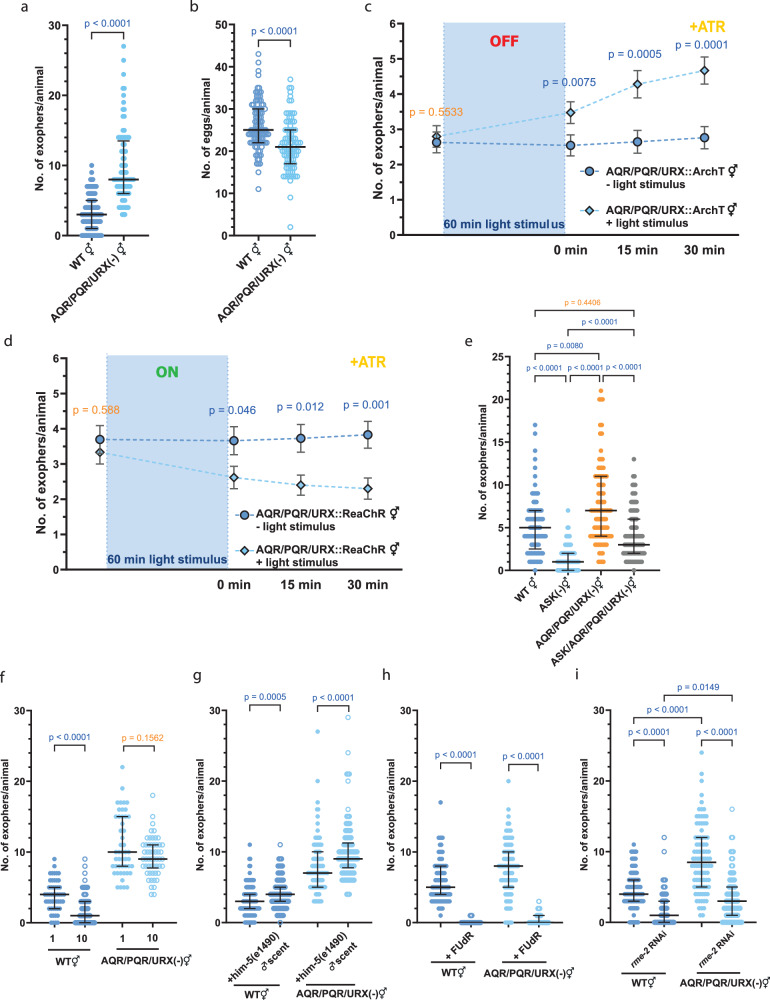
Pseudocoelom-exposed neurons negatively regulate exopher production. **a** Genetic ablation of pseudocoelom-exposed AQR, PQR, and URX neurons increases exopher production. *n* = 100 and 89 worms (for respective columns), *N* = 3 independent experiments. **b** Genetic ablation of pseudocoelom-exposed AQR, PQR, and URX neurons causes a decrease in the number of embryos present in the uterus. *n* = 100 and 89 worms (for respective columns), *N* = 3 independent experiments. **c** ArchT-mediated optogenetic inactivation of AQR, PQR, and URX neurons increases exopher production. *n* = 59 worms, *N* = 6 independent experiments. **d** ReaChR-mediated optogenetic activation of AQR, PQR, and URX neurons decreases exopher production. *n* = 59 worms (- light stimulus), 60 worms ( + light stimulus); *N* = 6 independent experiments. **e** The opposing exophergenesis levels observed in animals with genetic ablation of ASK neurons (low exophergenesis) and AQR, PQR, and URX neurons (high exophergenesis) converge to an intermediate level in animals with all four neurons removed. *n* = 89, 90, 95, and 90 worms (for respective columns), *N* = 3 independent experiments. **f** Decreased exophergenesis levels due to exposure to hermaphrodite pheromones are partially mediated by AQR, PQR, and/or URX neurons. *n* = 51, 60, 48, and 54 worms (for respective columns), *N* = 3 independent experiments. **g** Increase in exophergenesis levels due to exposure to male pheromones is not altered in animals with genetic ablation of AQR, PQR, and URX neurons. *n* = 103, 105, 102, and 102 worms (for respective columns), *N* = 3 independent experiments. **h** Genetic ablation of AQR, PQR, and URX neurons does not rescue the inhibition of exophergenesis caused by FUdR-mediated worm sterility. *n* = 90, 89, 89, and 90 worms (for respective columns), *N* = 3 independent experiments. **i** Genetic ablation of AQR, PQR, and URX neurons only partially rescues the inhibition of exophergenesis caused by *rme-2* (yolk receptor) knockdown. *n* = 90 worms, *N* = 3 independent experiments. Data information: +ATR means “with all-trans-retinal”. Data are presented as median with interquartile range (**a**, **b**, **e**–**i**) or mean with SEM (**c**–**d**); not significant *p* values (*p* > 0.05) are in orange color, significant *p* values (*p* < 0.05) are in blue color; (**a**–**d**, **f**–**h**) two-tailed Mann–Whitney test, (**e**–**i**) Kruskal–Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

To further validate the role of AQR, PQR, and URX neurons in the regulation of exophergenesis, we optogenetically inactivated or activated them at both day 1 (AD1) and day 2 (AD2) of adulthood, using ArchT^42^ or ReaChR^43^, respectively, and compared the number of exophers before and after the stimulus. We observed that 60 min of AQR, PQR, and URX neurons inactivation at the AD2 stage leads to a significant increase in exopher release (Fig. 6c and Supplementary Fig. 5c). On the other hand, 60 min of AQR, PQR, and URX neurons activation at the AD2 stage resulted in a significant decrease in exopher release after the stimulus was completed (Fig. 6d and Supplementary Fig. 5d). This modulation was evident at the AD1 stage for ReaChR-based activation but not ArchT-based inactivation, underscoring the potential significance of an optimal embryo count or direct uterus interaction (Supplementary Fig. 5e–h).

Moreover, the contrasting exophergenesis characteristics observed in ASK-ablated worms and those with genetic elimination of AQR, PQR, and URX neurons point to a similar exophergenesis pattern in wild-type worms and those deficient in all four neuron classes (Fig. 6e). We further determined that AQR, PQR, and URX neurons are involved in response to hermaphrodite pheromones (Fig. 6f), but not to male pheromones (Fig. 6g). Interestingly, the increase in exopher production induced by the inactivation of these neurons was still dependent on fertility (Fig. 6h, i). In summary, AQR, PQR, and URX neurons distinctly modulate exopher production in response to hermaphrodite pheromones, underscoring the complexity of neuronally-regulated reproductive signaling.

### URX-expressed FLP-8 and AQR/PQR/URX-expressed FLP-21 neuropeptides inhibit exophergenesis

To elucidate the mechanism by which AQR/PQR/URX neurons regulate muscle exopher production, we used single-cell RNA-seq data^31^, targeting neuropeptides predominantly expressed in these neurons with a limited expression in other cells. These criteria were fulfilled by URX-expressed FLP-8, and AQR, PQR, URX-expressed FLP-21 neuropeptides (Supplementary Fig. 6a–c). We could demonstrate that these neuropeptides negatively regulate exophers production, as evidenced by increased exophers counts in both single and double mutants (Fig. 7a), independent of embryo-maternal signaling (Fig. 7b). Moreover, FLP-8 and FLP-21 act downstream of URX and AQR/PQR/URX, respectively, as optogenetical activation of these neurons in the mutant context failed to suppress exopher release as observed in control animals (Fig. 7c–e, Supplementary Fig. 7a–c). Additionally, in a hermaphrodite-dense culture, the depletion of FLP-8 and FLP-21 did not result in reduced exopher numbers, contrary to wild-type worms (Fig. 7f). Finally, removal of these neuropeptides did not alter the increased exophergenesis seen in a reporter strain grown on male-conditioned plates (Fig. 7g). Both of these results are consistent with the pattern that was observed in worms without AQR/PQR/URX neurons (Fig. 6f, g) which indicates that FLP-8 and FLP-21, released by AQR/PQR/URX neurons, are integral in regulating exophergenesis, particularly in response to hermaphrodite signals.

**Fig. 7:**
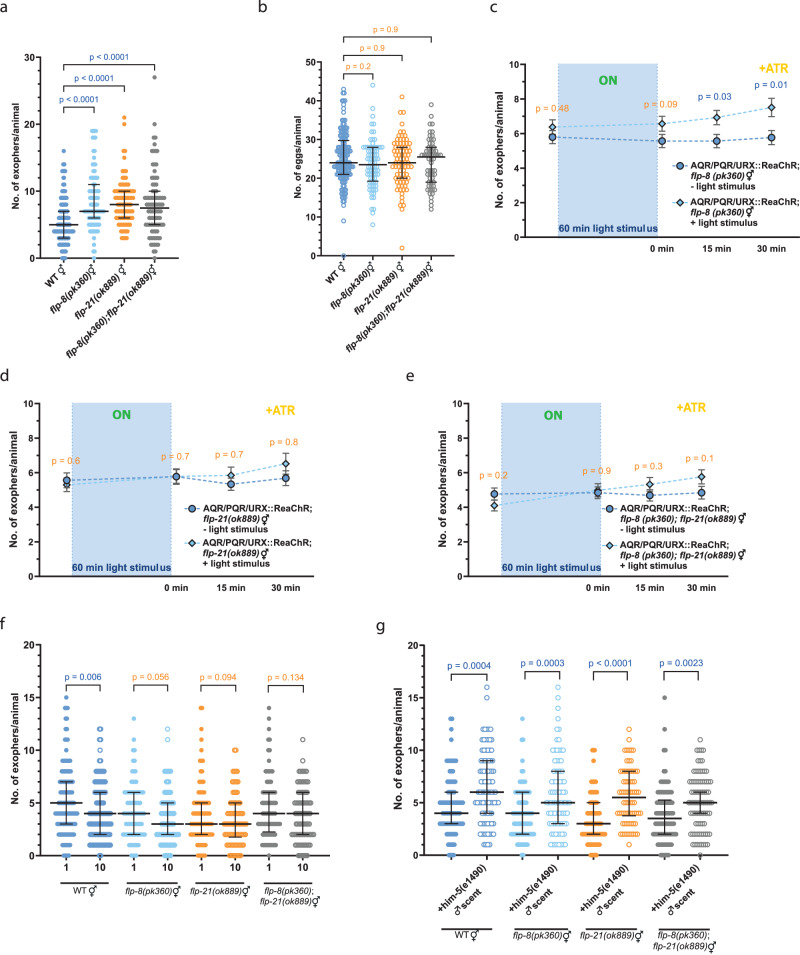
Neuropeptides FLP-8 released by URX neurons and FLP-21 released by AQR, PQR, and/or URX neurons inhibit exophergenesis. **a** *flp-8(pk360)* and *flp-21(ok889)* single and double mutants have increased exophergenesis levels. *n* = 180 worms, *N* = 6 independent experiments for WT; *n* = 90 worms, *N* = 3 indepentent experiment for mutants. **b** Mutations in *flp-8(pk360)* and *flp-21(ok889)* genes do not influence embryo retention *in utero*. *n* = 140 worms, *N* = 5 independent experiments for WT; *n* = 80, 80, and 60 mutant worms (for respective columns), *N* = 3 independent experiments. **c**–**e** Optogenetic activation of AQR, PQR, and URX, which do not produce FLP-8 and FLP-21 neuropeptides, does not lead to a decrease in exopher production. (**c**) *n* = 68 (- light stimulus), and 69 worms ( + light stimulus), *N* = 6 independent experiments. (**d**) 71 worms, *N* = 6 independent experiments; (**e**) *n* = 69 (- light stimulus), and 71 worms ( + light stimulus), *N* = 6 independent experiments. **f** Decreased exopher production in hermaphrodites grown in the presence of other hermaphrodites depends on FLP-8 and FLP-21 neuropeptides. *n* = 119, 120, 86, 90, 90, 90, 88, and 90, *N* = 3 independent experiments. **g** Increased exopher production in hermaphrodites grown on wild-type male-conditioned plates does not depend on FLP-8 and FLP-21 neuropeptides. *n* = 85, 90, 90, 84, 90, 70, 90, and 81 worms (for respective columns), *N* = 3 independent experiments. Data information: +ATR means “with all-trans-retinal”. Data are presented as median with interquartile range (**a** - **b**, f - g) or mean with SEM (c - e); not significant p values (p > 0.05) are in orange color, significant p values (p < 0.05) are in blue color; (c - g) two-tailed Mann-Whitney test, (a - b) Kruskal-Wallis test with Dunn’s multiple comparisons test. Source data are provided as a Source Data file.

### Model of exopher regulation mechanism in *C. elegans*

Our investigations have led us to construct the following model detailing the intricate mechanism of exopher regulation:

1. Male pheromones: Males produce ascarosides, including ascr#10, that increase exopher production levels. These signals predominantly act through ASK, ADL, and AWB sensory neurons. In this pathway, the ASK-expressed STR-173 G protein-coupled receptor facilitates the effect of ascr#10 in promoting exophergenesis. An increase in the number of embryos within the hermaphrodite, potentially mediated by male-released pheromones, can initiate additional pro-exophergenesis signals.
2. Hermaphrodite pheromones: Hermaphrodites release ascarosides, including ascr#3, that reduce exopher production levels. These signals predominantly act through ASI, ASH, and ASK sensory neurons.
3. Neuropeptide control: AQR/PQR/URX pseudocoelomic cavity-opened neurons release FLP-8 and FLP-21 neuropeptides that negatively regulate exophergenesis. This type of modulation is important for the decrease in exophergenesis dependent on hermaphrodite pheromones but not for the increase in reliance on male pheromones.
4. Integrated response: Exopher production is influenced by a mix of internal factors and external signals, including secretions from both males and hermaphrodites. This ensures that exophergenesis adapts to a range of internal and external environmental conditions. See Fig. 8 for a detailed overview.

**Fig. 8:**
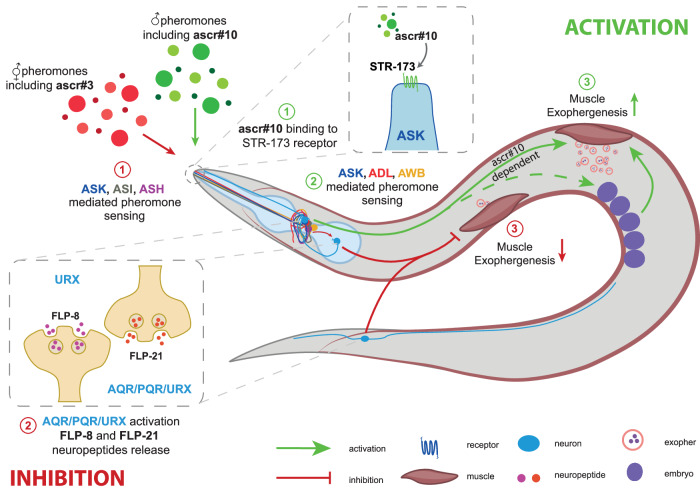
Model. Males produce ascarosides, including ascr#10, which promote exopher production through ASK, ADL, and AWB signaling, whereby the ASK-expressed STR-173 GPCR enhances exopher production in response to ascr#10. In contrast, hermaphrodites release a different set of ascarosides, dominated by ascr#3, which reduces exopher production, primarily acting via the ASI, ASH, and ASK sensory neurons. The AQR/PQR/URX neurons in the pseudocoelomic cavity release FLP-8 and FLP-21 neuropeptides, negatively regulating exophergenesis. This modulation is critical for decreasing exophergenesis due to hermaphrodite pheromones but not for the increase driven by male pheromones.

## Discussion

Our study shows that the regulation of exophergenesis in *C. elegans* presents a sophisticated network of neuroendocrine and pheromone signaling pathways that integrate internal and external environmental cues. Central to our findings are the opposite roles of ascaroside pheromones secreted by males and hermaphrodites. Male-derived ascr#10 significantly enhances exopher formation, via the GPCR STR-173 in the ASK neurons. Conversely, the predominant hermaphrodite-produced pheromone, ascr#3, downregulates exophergenesis. The ASH, ASI, and ASK olfactory neurons, along with the neuropeptides FLP-8 and FLP-21 from AQR, PQR, and URX neurons, play central roles in mediating the hermaphrodite pheromone-based regulation of exophergenesis. This study highlights the delicate equilibrium between environmental and social cues and the nematode’s endocrine activities.

The notable increase in exopher production by hermaphrodites either exposed to male metabolites or grown with males underscores the significant influence of male pheromones on cellular processes. This observation aligns well with prior findings suggesting male pheromones channel resource allocation towards the germline^44^. In this context, it is conceivable that exophers are a part of this mechanism, possibly playing a pivotal role in bolstering oocyte and embryo quality. This strategy may enhance reproductive success, ensuring higher quality offspring even at the potential expense of the individual’s somatic health. However, this reproductive advantage seems to come at a cost. The elevation in exophergenesis has been linked to decreased exploratory behavior, which could be associated with swifter deterioration of muscle function with age^6^. Aprison and Ruvinsky’s observations that hermaphrodites expedite both development and somatic aging in the presence of males^39^ further solidify this notion. This underscores the importance of understanding the role and regulation of exophergenesis, as they could serve as a nexus between environmental cues (like male pheromones), reproductive strategies, and age-related degeneration. While our study indicates that exophers are influenced by external cues such as pheromones, it is important to clarify that our current findings do not directly establish exophers as active agents of inter-animal communication. However, the modulation of exopher production by pheromones does hint at a potential indirect role in the broader context of nematode communication and behavior. In drawing parallels with other species like *Drosophila*, where EVs secreted by males are known to play a role in mating behavior and fertility^45,46^, our study opens up the possibility of a similar communicative function for exophers. However, this remains a hypothesis that would require further investigation.

While the proximity of males induces an increase in exophergenesis, a heightened density of hermaphrodites elicits the opposite response by diminishing it. There are instances where organisms, in response to densely populated environments, adaptively modulate their metabolic and reproductive functions to address potential resource scarcity^15,47^. Within the context of *C. elegans*, an escalation in hermaphrodite density could indicate imminent resource scarcity. Consequently, this prompts the nematodes to modify survival tactics, including downregulation of exophergenesis. Given the complexity of cues — a supportive push from embryo-maternal signals and a dampening nudge from dense hermaphrodite surroundings — the resultant exopher production could integrate these counteracting signals. Future investigations should unravel these cues’ hierarchical dynamics and identify prevailing signals under diverse conditions. For a comprehensive understanding of this facet, subsequent research should emphasize alterations in neural activity amidst different social scenarios and discerning the distinct signaling responses triggered by both male and hermaphrodite stimuli. Investigating how *C. elegans* balances the demand for supporting offspring development (via exophers) with the need to adapt to social stresses in crowded conditions can offer deeper evolutionary insights.

Our study has revealed a complex regulatory system in *C. elegans* that intricately connects ascarosides, GPCR, olfactory neurons, and the production of muscle EVs, all of which dynamically respond to environmental cues. Within this network, ascr#3 and ascr#10 emerge as key ascarosides in exopher regulation, yet their roles are part of a larger system where a variety of ascarosides and possibly other metabolites interact in a complex matrix. The diverse responses observed with different ascaroside biosynthesis mutants emphasize the nuanced interactions within this system, suggesting that a delicate equilibrium of various ascarosides concentrations, rather than the mere presence or absence of specific compounds, is crucial for exopher production. In this context, ascr#10 is linked with increased exopher production, modulated by the STR-173 receptor within ASK neurons. This finding contributes to the still limited knowledge surrounding GPCRs as ascaroside/pheromone receptors, considering the vast number of GPCRs expressed^48^ and metabolites secreted by *C. elegans*^49^. The association between the STR-173 receptor and male ascr#10 hints at a receptor-ligand dynamic that may initiate a cascade of intracellular processes influencing exopher production, a pathway that requires further exploration. The complexity of the entire regulatory network is escalated by the fact that the lack of activity of one receptor, achieved either by transcriptional downregulation or post-translational modification, can drastically alter the biological potential of its ligands. This was demonstrated in our analysis, where knockout of *str-173* reversed the pro-exopher potential of ascr#10, implying that multiple receptors may transduce different physiological responses to a single compound. Identifying signaling components antagonizing exopher production will be pivotal in understanding the full spectrum of regulatory effects mediated by ascarosides and their receptors. Additionally, our study exemplifies the multilayered interplay between pheromones and cellular and organismal responses. The significant increase of embryos in the hermaphrodite’s uterus upon exposure to the male secretome, contrasting with the lack of egg retention induced by ascr#10, shows that male pheromone-induced exopher production can be achieved with and without increased *in utero* egg retention. This also suggests that ascr#10 is just one among multiple small molecule signals secreted by males that influence exopher formation, potentially with or without engaging embryo-maternal signaling pathways. Furthermore, exploring how ascr#10- and ascr#3-mediated signaling interacts with other male-derived signals may uncover new pathways and responses. In conclusion, our findings underscore the necessity of additional research into the complex interactions among metabolites (pheromones/ascarosides), receptors, and intracellular processes, particularly their modulation by social and environmental factors, to enhance our understanding of the mechanisms controlling exophergenesis in *C. elegans*, which may also offer insights into similar cellular processes and environmental adaptations in other organisms. Our study sheds light on the function of specific sensory neurons AQR, PQR, and URX and their associated neuropeptides, FLP-8 and FLP-21, in modulating muscle exopher production. The impact of FLP-21 on socially-driven exophergenesis, in particular, resonates with its function in modulating social interactions^50^. Moreover, neuropeptides, such as FLP-18, are involved in controlling muscle function and worm behavior. Specifically, the co-release of FLP-18 with tyramine from the RIM neurons and its targeting of body wall muscles via the NPR-5 receptor to modulate muscle excitability underscores the multifaceted interactions of neuropeptides and neurotransmitters in these processes^51^. Given this, it is plausible to assume that FLP-8 and FLP-21 may function along similar pathways. Their involvement might influence muscle excitability in a manner that subsequently impacts the release dynamics of EVs. Exploring the precise receptors and pathways through which FLP-8 and FLP-21 act will be instrumental in further elucidating their specific roles in exophers release and muscle functionality.

Understanding the mechanisms behind exopher encapsulation of damaged organelles, e.g., mitochondria, or aggregated proteins in *C. elegans* could provide valuable insights into protein aggregation and clearance processes. This nematode model, with its unique neuropeptides and neuronal populations, may reveal fundamental principles applicable to broader biological contexts. For instance, if similar mechanisms are discovered in more complex organisms, this could enhance our understanding of neurodegenerative diseases such as Alzheimer’s or Parkinson’s, where protein aggregation plays a key role. Furthermore, our research highlights the important role of the worm’s olfactory system in controlling muscle exophergenesis. Intriguingly, in humans, olfactory impairments have been linked to an increased risk of cardiovascular disease (CVD)^52,53^. This association suggests that disruptions in processes similar to exopher-driven homeostasis in the heart^9^ might be occurring. However, verifying the presence of a similar olfactory-based mechanism for regulating exophers in mammals requires further investigation.

## Methods

### Worm maintenance and strains

Worms were maintained on nematode growth medium (NGM) plates seeded with bacteria *Escherichia coli* OP50 or HT115 at 20 °C unless stated otherwise^54^. A list of all chemicals used in the study can be found in Supplementary Data 1. A list of all *C. elegans* strains used in the study can be found in Supplementary Data 2.

### Scoring exophers and fluorescence microscopy

For the assessment of exophers number, the protocol described in Turek et al.^6^ and Banasiak et al.^55^ (Bio-Protocol, detailed, step-by-step guide) was applied. Briefly, exophers were scored using stereomicroscope Zeiss Axio Zoom.V16 with filter sets 63 HE and 38 HE. For each exopher scoring assay, worms were age-synchronized either from pretzel-stage embryos, or larval stages L1 and L4. On adulthood day-2, animals were visualized on NGM plates, and the number of exophers was counted in each freely moving worm.

The representative pictures presented in the manuscript were acquired with an inverted Zeiss LSM800 laser-scanning confocal microscope with a 40x oil immersion objective. To excite the GFP and RFP fluorescent proteins, 488- and 561-nm lasers were used. For visualization, animals were immobilized on 3% agarose pads with 6 µl of PolySciences 0.05 µm polystyrene microspheres or 25 µM tetramisole.

### RNA interference assay

RNA interference in *C*. *elegans* was performed using the standard RNAi feeding method and RNAi clone^56^, previously described in Turek et al.^6^. Briefly, NGM plates, supplemented with 12,5 µg/ml tetracycline, 100 µg/ml ampicillin, and 1 mM IPTG, were seeded with *E. coli* HT115 bacteria containing dsRNA against the gene of interest. Control group animals were fed with bacteria containing the empty vector L4440. Age-synchronized pretzel-stage embryos or L1 larvae were placed on freshly prepared plates and cultured until day 2 of adulthood, when exophers were scored. The age of the worms was verified at the L4 larvae stage, either younger or older worms were removed from the experiment.

### Pre-conditioning of the plates with *C. elegans* males

50 males from the strain with *him-5(e1490)* mutation were transferred on a fresh, 35 mm NGM plate with *E. coli* OP50 or HT115 at the L4 developmental stage and older. After 48 h, males were removed from the plates.

#### Culturing worms from L1 to adulthood day 2 on plates pre-conditioned with males

L1 larvae were transferred to plates pre-conditioned with males in a group of 10 hermaphrodites per plate. For the control group, L1 larvae were transferred to fresh, 35 mm NGM plates seeded with *E. coli* OP50 or HT115 without pre-conditioning with males. Worms were cultured up to adulthood day 2 when muscle exophers were counted in each animal.

#### Culturing worms in 24 h intervals from L1 to adulthood day 2 on plates pre-conditioned with males

Worms were kept on plates pre-conditioned with males only for 24 h at different developmental stages. All hermaphrodites were picked at L1 stage and grouped into 10 worms per plate population. The first group was cultured on pre-conditioned plates for 24 h, starting from hatching from the egg. After 24 h, worms were transferred to a fresh NGM plate seeded with OP50 bacteria. The second group was grown for 24 h after hatching from the egg on the NGM plate, then the worms were moved to pre-conditioned with males plates for 24 h, after that, they were transferred to fresh NGM plates seeded with OP50 bacteria. The third group was cultured for the first 48 h on NGM plates, then transferred to plates pre-conditioned with males for 24 h, and then replated on fresh NGM plates. The fourth group was cultured from the L1 stage for 72 h on standard NGM plates, after which they were transferred to plates pre-conditioned with males for 24 h. All experimental groups were cultured from L1 to adulthood day 2 when muscle exophers were counted.

### Egg retention assay

Firstly, using the stereomicroscope, muscle exophers were counted in each worm. In the following step, hermaphrodites were exposed to a 1.8% hypochlorite solution. When they dissolved, embryos retained in the uterus were counted.

### Metabolic inactivation of bacterial food source

The preparation of plates with a metabolically inactive food source for the worms to determine its effects on exophergenesis was done according to the protocol described in Beydoun et al.^57^. Briefly, a single *E. coli* HT115 or OP50 colony was inoculated overnight and then the bacterial culture was split into two flasks. Next, paraformaldehyde (PFA) was added to a final concentration of 0.5% in only one of them, and the flask was placed in the 37 °C shaking incubator for 1 h. Afterward, the aliquots were transferred to 50 mL tubes, centrifuged at approximately 3000 × g for 20 min, and washed with 25 mL of LB five times. Control and PFA-treated bacteria were later concentrated accordingly and seeded on the NGM plates.

As control of PFA treatment, new bacterial cultures in LB were set in the 37 °C shaking incubator overnight to ensure the replication was blocked and there was no bacterial growth.

Plates were used for experiments at least 5 days after their preparation to ensure no bacteria-derived metabolites were left on plates with PFA-treated *E. coli*. A new batch of bacterial food source was prepared for each biological repetition.

### Brood size quantification

Age-synchronized hermaphrodites at the L4 developmental stage were picked for the experiment. Worms were cultured as single worms per 60 mm NGM plate, seeded with *E. coli* OP50 or HT115. Ten worms were counted as one biological repeat. Worms were transferred to fresh plates every day from adulthood day 1 until the end of the egg-laying period.

The number of eggs laid over the worms’ reproductive lifetime was counted manually daily. The data is presented as the total number of eggs laid by each animal.

### Quantifying the number of exophers in worms grown in different temperatures

Worms were confronted with a range of physiological temperatures: low 15 ^o^C, optimal 20 ^o^C, and high 25 ^o^C throughout their development until exophers were scored. To compare the corresponding stages of development at various temperatures, worms were additionally sorted at the L4 stage. The exopher number was assessed based on the timepoint of maximal egg laying, approx. 140 h or 78 h from egg hatching at low or high maintenance temperatures, respectively. Timing calculations were based on the *C. elegans* development timeline at different temperatures^58^.

### Culturing worms at different population densities

L1 larvae were transferred to 35 mm NGM Petri dishes seeded with *E. coli* OP50 or HT115 bacteria strains (100 μL of bacteria from 10 mL overnight culture grown in 50 mL Erlenmeyer flask) immediately after hatching as a single larva or in a group of 5, 10 or 100 animals. In total, thirty plates with single worms, six plates with 5 worms, three plates with 10 worms, and one plate with 100 worms were used per biological repeat. Exophers were scored on adulthood day 2 in the worms expressing RFP in BWM.

### Quantifying the influence of excreted metabolomes of ascaroside biosynthesis mutants on exopher production in wild-type worms

Nine freshly hatched L1 larvae from selected ascaroside biosynthesis mutant strains (*maoc-1(ok2645), daf-22(ok693)*, or *acox-1(ok2257)*) or wild-type hermaphrodites (as a control) were transferred to fresh NGM plates. Next, one L1 larva of a reporter strain expressing RFP in BWM was added to each plate and 10 worms in total were grown together on 35 mm Petri dish seeded with *E. coli* OP50 or HT115 bacteria strains. On adulthood day 2 the number of exophers was quantified in the worms expressing RFP in BWM, according to description.

### Generation of *str-173* mutant strains

The *str-173* gene mutants (*str-173(wwa1)* and *str-173(wwa2)*) were generated using CRISPR/Cas9 method as previously described^59^. The crRNA sequence used was ATAATTGGTGGATATACAAATGG. The *str-173* gene locus was sequenced, and deletions were mapped to the first exon (Supplementary Fig. 4d). Both mutations cause frame shifts and are most likely molecular null alleles. Strains were backcrossed twice (strain *str-173(wwa1)*) and 6 times (*str-173(wwa2)*) against N2 wild-type worms.

### Generation of optogenetic strains

Optogenetic strains created for this paper contain red-shifted Channel Rhodopsin (ReaChR) or archaerhodopsin from Halorubrum strain TP009 (ArchT). To generate these strains, firstly, mKate2-unc-54 3’UTR was amplified from the template and cloned into pCG150 to create a pAZ03 plasmid. Next, the *gcy-36* promoter was amplified from pMH389, and ReaChR and ArchT were amplified from respective templates. The *gcy-36* promoter was then cloned into pAZ03 plasmid with ReaChR and ArchT separately. As a result, two plasmids were created: gcy-36 promoter::ReaChR::mKate2-unc-54 3’UTR in pCG150 and gcy-36 promoter::ArchT::mKate2-unc-54 3’UTR in pCG150. Plasmids were sequenced to verify the correct sequence of the cloned constructs. All constructs generated for this study were made using the SLiCE method^60^.

Transgenic strains with extrachromosomal arrays were generated by microinjection. DNA was injected into exopher reporter strain worms with muscle exopher RFP and mitochondrial GFP marker. For injection, DNA was prepared as follows: construct 90 ng/µL and co-injection marker 10 ng/µL. Positive transformants were selected according to the presence of co-injection markers (myo-2 promoter::mNeonGreen).

A list of all constructs created for this study and primers used for the amplification can be found in Supplementary Data 3.

### Optogenetics assays

#### On adulthood day 2

For optogenetic activation or inhibition, 35-mm NGM plates seeded with HT115 *E. coli* bacteria were covered with 0.2 µM all-trans retinal (ATR). Control plates were not covered with ATR. Ten to twelve age-synchronized worms were picked per plate from optogenetic strains (expressing ReaChR or ArchT in AQR/PQR/URX neurons) at adulthood day 1. After 24-hour incubation at 20 °C and in darkness, muscle exophers extruded by worms were counted **(1)**. Next, experimental plates were placed on the stereomicroscope and illuminated for 1 h with green light (HXP 200 C illuminator as a light source, band-pass filter Zeiss BP 572/25 (HE), the green light intensity measured at 561 nm = 0.07 mW/mm^2^). The muscle exophers were counted immediately after illumination **(2)**. Subsequently, exophers scorings were performed 15 min **(3)** and 30 min **(4)** after the illumination with a green light was completed. Worms were kept in the darkness in between counts. The control group was not illuminated. To provide similar environmental conditions, control plates were placed next to the experimental plate but were shielded from light. Control and treated groups were randomized before the start of the experiment.

#### On adulthood day 1

The assay was conducted similarly as on adulthood day 2 with a difference in time of exposure to the light. Twelve age-synchronized worms from optogenetic strains were picked at the L4 developmental stage and transferred on a 35-mm NGM plate covered with ATR (no ATR for the control group). Worms were then incubated for 24 h at 20 °C and darkness. Experimental plates were placed on the stereomicroscope and illuminated for 1 h with green light (HXP 200 C illuminator as a light source, band-pass filter Zeiss BP 572/25 (HE), the green light intensity measured at 561 nm = 0.07 mW/mm^2^). Exophers extruded from BWM were counted before the exposure to the light **(1)**, immediately after the exposure to the light **(2)**, and 15 min **(3)**, 30 min **(4)**, and 24 h **(5)** after the exposure to the light.

### FUdR assay

Age-synchronized young adult animals (day 0) were placed on NGM plates containing 25 μM fluorodeoxyuridine (FUdR) or control NGM plates without FUdR. Exophers number were scored when worms reached adulthood day 2 using a stereomicroscope.

### Transcriptome analysis

RNA extractions, library preparations, and sequencing were conducted at Azenta US, Inc (South Plainfield, NJ, USA) as follows:

#### RNA extraction

Total RNA was extracted using Qiagen RNeasy Plus mini kit following the manufacturer’s instructions (Qiagen, Hilden, Germany).

#### Library preparation with polyA selection and Illumina sequencing

Extracted RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA).

RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. First strand and second strand cDNAs were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA).

The sequencing libraries were multiplexed and loaded on the flowcell on the Illumina NovaSeq 6000 instrument according to the manufacturer’s instructions. The samples were sequenced using a 2×150 Pair-End (PE) configuration v1.5. Image analysis and base calling were conducted by the NovaSeq Control Software v1.7 on the NovaSeq instrument. Raw sequence data (.bcl files) generated from Illumina NovaSeq was converted into fastq files and de-multiplexed using Illumina bcl2fastq program version 2.20. One mismatch was allowed for index sequence identification.

#### Sequencing data analysis

After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Caenorhabditis elegans* reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner is a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted.

After the extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate p-values and Log2 fold changes. Genes with adjusted p-values < 0.05 and absolute log2 fold changes > 1 were called as differentially expressed genes for each comparison.

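DESeq2's Wald test was also run on the deposited counts, as an alternative to the quasi-likelihood test. On the 18428 genes tested, 435 had an adjusted p under 0.05, 92 of them higher and 343 lower in worms grown 10 per plate. Of these, 1 gene, scl-2, also had an absolute log2 fold change above 1 (1.52, standard error 0.23, adjusted p = 3.24e-08 from DESeq2's Wald test). DESeq2's filter on low mean counts left 9292 genes without an adjusted p, among them F35E8.13, F18E3.12 and str-173. For str-173, DESeq2's Wald test gave a log2 fold change of 1.21 (standard error 0.70) with an unadjusted p of 0.0823, which ranked 15 among the detected GPCR genes. Restricted to the 14883 genes of the authors' normalized table, a choice made after the data had been seen, DESeq2's size factors ran from 0.930 to 1.06 as in that table. On these genes 469 had an adjusted p under 0.05 and 2 were called, and str-173 had an unadjusted p of 0.0840 from DESeq2's Wald test. scl-2 (WBGene00009895), called in both runs, had counts of 145, 156 and 254 in solitary worms and 755, 487 and 415 in worms grown 10 per plate. Restricted to these genes, its log2 fold change was 1.52 (standard error 0.24, adjusted p = 2.06e-07 from DESeq2's Wald test). F08D12.2 (WBGene00017246) had a log2 fold change of -1.15 (standard error 0.30, adjusted p = 0.00742 from DESeq2's Wald test). In edgeR's quasi-likelihood test the same genes had adjusted p of 0.141 for scl-2 and 0.270 for F08D12.2. Both names were chosen after their values had been seen. The GPCR genes with an adjusted p under 0.05 in DESeq2 were lat-1 on the 18428 genes (0.0356, log2 fold change 0.14) and lat-1 and mgl-2 on the 14883 genes (0.0177 and 0.0238 from DESeq2's Wald test), and none of them reached an absolute log2 fold change of 1. Over all alternatives their adjusted p ranged from 0.0177 to 0.785 for lat-1 and from 0.00526 to 0.588 for mgl-2, across edgeR's and DESeq2's tests.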

RNAseq data was deposited in the GEO database (GSE241786) and can be accessed using the following links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241786.

### Growing hermaphrodite on plates pre-conditioned with other hermaphrodites

50 wild-type hermaphrodites at the L4 stage were placed on a fresh, 35 mm NGM plate seeded with *E. coli* OP50 bacteria (100 μL of bacteria from 10 mL overnight culture grown in 50 mL Erlenmeyer flask). After 12-16 h, hermaphrodites were removed from the plate and a single pretzel-stage embryo was transferred to the hermaphrodite-conditioned plate. For the control groups, single pretzel-stage embryos or ten pretzel-stage embryos were situated on a fresh, 35 mm NGM plate with *E. coli* OP50 bacteria without pre-conditioning with hermaphrodites. When worms reached the second day of adulthood, the number of exophers was scored in each animal.

### Quantifying the influence of larval pheromones on exopher production in hermaphrodites

A single pretzel-stage embryo was placed on a fresh, 35 mm NGM plate seeded with *E. coli* OP50 bacteria (100 μL of bacteria from 10 mL overnight culture grown in a 50 mL Erlenmeyer flask). The worm was cultured until the late L4 stage, when 50 L1 larvae were added to a single worm. For the control groups, single pretzel-stage embryos or ten pretzel-stage embryos were placed on a fresh, 35 mm NGM plate with *E. coli* OP50 bacteria. Muscle exophers were scored in each animal at adulthood day 2.

### Growing hermaphrodites on plates supplemented with synthetic ascr#10 or ascr#3

Synthetic, concentrated stock solution of ascr#10 was stored in DMSO at -80 °C. The stock was diluted to working solutions with water. A total of 100 µL of diluted solution (containing 1 ng or 1 pg) was applied and rubbed into the 35-mm NGM plate with a sterile glass rod. Plates were incubated at 20 °C overnight. The following day, plates were seeded with 100 µL of *E.coli* OP50 bacteria, and incubated for an additional 24 h at 20 °C. Control plates were prepared similarly using water instead of an ascaroside solution. Pretzel-stage eggs / L4 worms were transferred on plates supplemented with ascarosides and solvent control plates in groups of twelve eggs per plate. On day 2 of adulthood, the number of exophers was quantified in the worms expressing RFP in BWM.

Synthetic, concentrated stock solution of ascr#3 was stored in ethanol at -80 °C. The stocks were diluted to working solutions with water. A total of 50 µL (containing 1 nM or 1pM) was applied on the 35-mm NGM plate seeded with E.coli OP50 bacteria and left in RT for 3 h until dry. Pretzel-stage eggs / L4 worms were transferred on plates supplemented with ascarosides and solvent control plates in groups of twelve eggs per plate. On day 2 of adulthood, the number of exophers was quantified in the worms expressing RFP in BWM.

### Data analysis and visualization tools

Data analysis was performed using Microsoft® Excel® and GraphPad Prism 9 software. Graphical representation of data was depicted using GraphPad Prism 9.

### Statistical analysis

No statistical methods were used to predetermine the sample size. Worms were randomly allocated to the experimental groups for all the data sets and experiments were performed blinded for the data sets presented in the following figures: Fig. 1c–g, i, j; Fig. 3a–d, g, h; Fig. 4d, f; Fig. 5c–i; Fig. 7a, b, f, g; Supplementary Fig. 3c, d; Supplementary Fig. 7d, e. Non-Gaussian distribution of residuals was assumed; therefore, nonparametric statistical tests were applied: two-tailed Mann–Whitney (in comparison between two groups) or Kruskal-Wallis test with Dunn’s multiple comparisons test (in comparison between more than two groups). *P*-value < 0.05 is considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its supplementary files. Source data are provided with this paper. The RNAseq data generated in this study have been deposited in the GEO database under accession code GSE241786. All raw data have been deposited at Zenodo repository and can be accessed at 10.5281/zenodo.10718455^61^. Source data are provided with this paper.

# Supplementary material for: Pheromone-based communication influences the production of somatic extracellular vesicles in C. elegans
**Source:** Nat Commun. 2024 Mar 28;15:2715. doi: 10.1038/s41467-024-47016-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File name: Supplementary Data 1**

**Description:** List of reagents and software used in the study.

### **File name: Supplementary Data 2**

**Description:** List of *Caenorhabditis elegans* strains used in the study.

### **File name: Supplementary Data 3**

**Description:** List of recombinant DNA and oligonucleotides used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

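RNA-sequencing libraries of C. elegans hermaphrodites on adulthood day 2 were analysed, 3 from worms grown 1 per plate and 3 from worms grown 10 per plate. The authors trimmed the reads with Trimmomatic, aligned them with STAR, counted unique reads within exons with featureCounts, and deposited the counts per gene without normalization. Their second deposited table is a normalized signal, each count divided by one size factor per library by the authors. Its values times that factor gave the deposited count in 100% of cases, and it holds the genes with a mean count above 10 (lowest 10.2 inside it, highest 10.0 outside). It served only to describe the authors' normalization and gene filter. Both tables identify genes by WormBase identifier. Of the 46756 identifiers, 43798 matched a table of gene names, and 46581 were found in the Ensembl annotation of WBcel235, from which coordinates and exonic lengths (the union of all exons of a gene) were taken. The authors' release of the Ensembl annotation is not used here.

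Library totals lay between 55176436 and 62794403 counts, with 20105 to 20701 genes with a count per library, and the 100 most abundant genes took 19.4% to 20.9% of each library. Intervals on single libraries (95%, Wilson) cover counting error only, since the reads carry no molecular identifiers.

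Genes with at least 10 counts summed over the 6 libraries were tested (18428 genes) with edgeR 4.0.16 in R 4.3.3: TMM normalization, estimated dispersions (common biological coefficient of variation 0.116), a robust quasi-likelihood fit and its F test for the growth condition, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods. Standard errors are the absolute log2 fold change divided by the square root of F. GPCR genes were listed by symbol, since the paper's own table of detected GPCRs is not used here. Gene sets were tested with camera in limma 3.58.1 (preset correlation between genes 0.01) and with fry, over 6 sets adjusted together. The genes named in the text are those the paper studies, up to 5 of the largest increases and 5 of the largest decreases among called genes whose conditions do not overlap, the 3 detected GPCR genes with the smallest unadjusted p and the 3 with the largest fold change. Genes named outside this rule are marked as chosen after their values had been seen.

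The scripts were tested on simulated data with the means, library sizes and dispersions of the real libraries. Of 200 genes changed 2.3-fold among 18428, 66.0% were recovered at an adjusted p under 0.05, all 132 in the right direction, with 10 false calls, and with no gene changed there was 1 false call at an adjusted p under 0.05. Those counts carried no length trend, so they do not show how many of the calls in the real libraries are false. In a further run with no gene changed, a length trend was put into the simulated counts. Its Spearman rho was 0.726, against 0.476 in the real libraries over a different choice of genes. That run gave 1475 genes with an adjusted p under 0.05. Once the correction had taken the trend out (rho -2.33e-05), it gave 1.

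The alternatives set before the data were examined were DESeq2 1.42.0, its size factors in edgeR, total counts without TMM, no count minimum, filterByExpr, the replicate number as a block, each library left out in turn, no fold threshold, and other forms of the GPCR list and rank. Added after the data had been seen were removal of a length trend from each library (a lowess curve, span 0.3, of the log2 ratio to the gene's mean on log2 length, used as an offset), DESeq2 on the genes of the authors' normalized table, and ranks by fold change under other filters and under DESeq2. GC content was not analysed here. The exopher counts, imaging and behavioural experiments have no sequencing data and were not analysed here.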

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

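The comparison of library sizes and the count of genes that kept their fold change were chosen after their values had been seen, and the ribosomal protein list after its members had been seen among the called genes. Its test was restricted to the members not called after the value over all members had been seen.

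The paper's text names no gene outside the GPCRs from this experiment, and 44 such genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test), a signal in genes that its text does not discuss. Of these, 43 were lower in worms grown 10 per plate, with fold changes that are mostly small, and 12 encode ribosomal proteins. Short genes dominated: the median exonic length was 352 nucleotides. The fits that each left out one library gave 391 genes without solitary replicate 3 and from 0 to 7 without any of the others. Fits with fewer libraries also have less power, and the 2 causes of lost calls were not separated. Of the 10 splits of the 6 libraries into 3 against 3, 1 gave as many genes as the real one, which is the real split itself, and the next gave 18. With 10 splits the share cannot fall under 0.1, so chance and the growth condition cannot be told apart. At both thresholds, 3 of the 10 splits gave as many genes as the real one.

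A difference in library size is argued against, since the totals of 2 of the 3 libraries of 10 worms per plate lay within the range of the solitary libraries. The authors' normalization was not in the counts tested. A trend with expression level in place of length is argued against too. Over 10394 genes with a mean count of 100 or more, ribosomal protein genes left out, the log2 fold change had a Spearman rho of -0.03 with the mean count. Within 10 equal groups by mean count, its rho with exonic length had a median of 0.579 and ran from 0.269 to 0.745. Within 10 equal groups by length, its rho with the mean count was negative in each, from -0.240 to -0.116 with a median of -0.155, so a weaker trend with expression level is present at a given length.

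A trend with transcript length between the libraries of the growth conditions is a candidate explanation for these calls. Across the same genes, which are not independent replicates, the log2 fold change rose with exonic length with a Spearman rho of 0.476. In the first of 10 equal groups by length (56 to 642 nucleotides) the median log2 fold change was -0.15, with 83.9% of genes lower in worms grown 10 per plate, and in the last it was 0.10, with 13.4% lower. Set against the mean of the 6 libraries, the rho with length was -0.23, -0.13 and -0.45 in the solitary libraries and 0.36, 0.15 and 0.32 in the others, so libraries of one condition also differed among themselves. Of the 10 splits, 1, the real one, gave a rho as large in size, but the split that puts solitary libraries 1 and 3 with library 2 of 10 worms per plate came close with 0.462. Once the trend was removed from each library, 0 genes had an adjusted p under 0.05, and the 44 genes kept a median of 41.3% of their log2 fold change. Of the 44, 12 kept more than 0.5 of their log2 fold change, each by more than 2 standard errors from 0. These were 6 of the 38 called genes of at most 642 nucleotides and all 6 of the longer ones, among them F35E8.13 (-2.80 before and -2.75 after), grsp-2 (-0.49 and -0.45) and C27C7.1 (-0.33 and -0.30), the last 2 named after their values had been seen. The trend was small at the lengths of these 3 genes. The median log2 fold change was -0.05 from 883 to 1080 nucleotides and -0.03 from 1081 to 1280. They would therefore have kept more than 0.5 whatever the cause of their change. Because the 44 were selected by their p in the same libraries, noise leaves such remainders too, and their adjusted p after removal was 0.321 or more in edgeR's quasi-likelihood test. The length trend as the whole cause of the calls and a further change of these 12 genes therefore cannot be told apart. Such a trend could come from RNA integrity, fragmentation or size selection during library preparation, or from the worms themselves, and none of these was tested. The growth condition stays open as a biological cause, because every library of a condition shares its direction and the removal would take out a true change that follows length as well.

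Ribosomal protein genes were lower in worms grown 10 per plate for 98.8% of the 81 tested, with a median log2 fold change of -0.19. Genes matched on length fell less. All 81 lay at percentile 0.31 of 10000 lists drawn to match them on length and mean count, and the 69 that were not themselves called lay at percentile 0 of as many lists matched to them, whose medians centred on -0.16. The matching was not exact, since the median of the mean counts was 47995 for these genes and 38249 for the lists. With the length trend removed, the median of the 69 was -0.06 against -0.03 for the lists (percentile 0.67), and 0 of the 81 genes had an adjusted p under 0.05. The lists resample genes, which are not independent replicates, so the percentiles do not measure the spread between libraries. In the other splits of the 6 libraries, with no length step, the median of all 81 ran from -0.12 to 0.088. A small decrease in ribosomal protein transcripts apart from length may remain as a hypothesis, which these percentiles cannot settle.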

How the results depend on the processing

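The count of differentially expressed genes was small under most settings and rested on few genes. It was 2 in the reported fit and with DESeq2's size factors, 1 with DESeq2's Wald test, which gave neither of the 2 an adjusted p, 1 with total counts and no TMM, 1 with filterByExpr, and 0 with the length trend removed, a setting chosen after the data had been seen. F18E3.12 was the gene called with total counts and with filterByExpr, and both genes of the reported fit were called with DESeq2's size factors, with no filter and without solitary replicate 3. The count rose to 57 with no filter on counts, and was 44 at an adjusted p under 0.05 with no fold threshold. The fits that each left out one library gave from 0 to 70 genes, with 70 only without solitary replicate 3, and the cause was not tested. At an adjusted p alone, the counts were 435 with DESeq2 and 745 with no filter, both including most of the 44 (42 and 44 shared), 33 with DESeq2's size factors, 17 with filterByExpr and 7 with total counts. Among genes at an unadjusted p under 0.05, 956 rose and 1237 fell under TMM, and 1418 rose and 817 fell with total counts alone, so the balance of directions depends on the scaling.

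No GPCR gene was called in any setting except with no filter, where 1 was. At an adjusted p alone, 2 GPCR genes passed with no filter, 1 with DESeq2 and 2 with DESeq2 on the genes of the authors' normalized table. Without solitary replicate 3, 1 passed (adjusted p = 0.0295 from edgeR's quasi-likelihood test). The log2 fold change of str-173 stayed positive and without an adjusted p under 0.05 in all 14 alternatives, from 1.01 to 1.58. DESeq2 gave it no adjusted p, and its adjusted p in the others ran from 0.266 to 0.694. Its rank by p went from 10 to 21 with no filter and to 6 with filterByExpr, where fewer genes compete, and ran from 4 to 31 with single libraries left out. By fold change it ranked 56, and from 30 to 83 with single libraries left out. In combinations chosen after the data had been seen, its fold change ranked 443 with no filter, 63 with DESeq2, 1 with filterByExpr and 2 with DESeq2 on the genes of the authors' normalized table. Its unadjusted p, 0.0207 in the reported fit, was 0.0823 with DESeq2's Wald test. With 5 to 18 counts per library, the depth of str-173 limits each of these ranks.

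Among gene sets, camera's direction for chemoreceptor GPCRs reversed with total counts (median log2 fold change 0.10), as did that of other GPCRs (0.0075) and of neuropeptides (0.055) with the length trend removed, and of major sperm proteins with no filter (-0.056) and without solitary replicate 1 (-0.11). Neuropeptides passed the threshold with total counts (median -0.033, adjusted p = 0.0381 from camera, whose range over the alternatives was 0.0257 to 0.761), without solitary replicate 1 (adjusted p = 0.0454) and without replicate 3 of 10 worms per plate (median -0.12, adjusted p = 0.0257), and vitellogenins with the length trend removed (median -0.15, adjusted p = 3.75e-09 from camera and 0.0490 from fry). In the same setting chemoreceptor GPCRs had an adjusted p of 0.0490 from fry upwards (median 0.11) and of 0.744 from camera. Vitellogenins also passed camera without replicate 1 of 10 worms per plate (adjusted p = 0.0176). A split of the libraries other than the real one gave vitellogenins an unadjusted camera p of 5.34e-06 with no length step. With single libraries left out, the medians ran from -0.12 to -0.0057 for neuropeptides, from -0.089 to -0.0056 for vitellogenins, from -0.35 to 0.18 for collagens, from -0.22 to 0.44 for major sperm proteins, from 0.05 to 0.12 for chemoreceptor GPCRs and from -0.0054 to 0.03 for other GPCRs. The collagen call was lost without solitary replicate 2 or without replicate 1 or 2 of 10 worms per plate. The cause of these changes was not tested.

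Of 254 values of single genes under the alternatives, 205 kept their direction and side of the threshold, 18 kept their direction with no adjusted p from DESeq2 (among them those of F35E8.13 and F18E3.12, both called in the reported fit), 14 were weaker, 5 stronger and 12 reversed. The reversals were of genes close to 0: with single libraries left out, flp-18 ran from -0.071 to 0.15, npr-5 from -0.0029 to 0.11, daf-22 from -0.0079 to 0.084, him-5 from -0.12 to 0.019, ceh-30 from -0.33 to 0.18 and maoc-1 from -0.033 to 0.030, and maoc-1 was -0.0027 with no filter and -0.0026 with filterByExpr.

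With the replicate number as a block, 2 genes were called and 24 had an adjusted p under 0.05, 21 of them among the 44. The correlations of same-numbered libraries' deviations from their group means were 0.21, -0.30 and -0.30, with no common direction. They were not set against those of differently numbered libraries, so a pairing by number was not shown but cannot be excluded.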

Other observations

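The binomial test on str-173 and the count of splits for GPCR genes were chosen after the values had been seen.

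The pooled counts of str-173, 19 in solitary worms and 46 in worms grown 10 per plate, gave p = 0.00112 in an exact binomial test against the library totals. That gene was picked for its trend among 527 detected GPCR genes, and the p times 527 is 0.591, so counting noise of a gene with few reads cannot be told apart from a difference. The test compares these libraries and leaves out the spread between worms. A candidate explanation that stays open is that str-173 is among the extremes of many unchanged receptors. Of the 527 detected GPCR genes, 10, str-173 included, had an unadjusted p as small, where uniform p-values give 10.9 (one-sided exact Poisson test, p = 0.649). A regulation of str-173 by population density stays open as well, since the test was run at a depth at which 0 of 143 simulated GPCR genes with a mean count under 20 and a 2.3-fold change were recovered.

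Between 15 and 22 GPCR genes had an unadjusted p under 0.05 in each of the 10 splits of the 6 libraries, and 4 of the 10 splits gave as many as the 22 of the real one, which is among them. Of the detected GPCR genes, 9.49% had 3 libraries of one condition above all 3 of the other, where chance gives 10%.

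As sets, the 388 chemoreceptor GPCR genes had a median log2 fold change of 0.08 (adjusted p = 0.525 from camera) and the 139 other GPCR genes 0.02 (adjusted p = 0.525 from camera). With no filter, the median of 1019 chemoreceptor genes was -0.029 with 49.2% of them higher, so its sign depends on the count minimum. The median was -0.06 for 130 neuropeptide genes (adjusted p = 0.150 from camera), -0.06 for 6 vitellogenin genes (adjusted p = 0.215) and 0.19 for 5 major sperm protein genes (adjusted p = 0.525). Collagen genes passed camera's test downwards (134 genes, adjusted p = 0.0162) with a median of 0.0033 and 50.0% of them higher, so members went both ways, and fry gave an adjusted p of 0.511. None of the 6 sets had an adjusted p under 0.05 in fry's directional test, 0.493 being the smallest. Its mixed test, which counts changes in either direction, gave an unadjusted p of 1.16e-05 for chemoreceptor GPCRs. It gave 0.0129 for neuropeptides, 0.0333 for other GPCRs and 0.0440 for collagens, but 0.297 for vitellogenins and 0.938 for major sperm proteins. The mixed test was not compared over the splits. Of the 10 splits, 5 gave as small a camera p for collagens, 4 for chemoreceptor GPCRs, 5 for other GPCRs, 6 for neuropeptides, 4 for vitellogenins and 7 for major sperm proteins, the real split included, so other groupings of the same libraries gave values as small and neither staging nor density can be read from the sets.

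The paper also studies neuropeptide and ascaroside synthesis genes, in experiments that are not analysed here. In these libraries flp-8 had 2.56 ± 0.232 CPM in solitary worms and 2.28 ± 0.167 in worms grown 10 per plate (SD, n = 3 libraries each), with a log2 fold change of -0.17 (standard error 0.15, adjusted p = 0.719 from edgeR's quasi-likelihood test). flp-21 had 1.84 ± 0.113 and 2.16 ± 0.230, with a log2 fold change of 0.24 (standard error 0.16, adjusted p = 0.630 from edgeR's quasi-likelihood test). For flp-18, npr-5, rme-2, daf-22, acox-1.1, maoc-1, che-13, him-5 and ceh-30 the log2 fold changes lay between -0.08 (ceh-30) and 0.27 (che-13), with adjusted p from 0.724 to 0.999 in edgeR's quasi-likelihood test and overlapping libraries for each. Neuropeptide gene nlp-27, chosen after its value had been seen, fell from 15.1 ± 2.78 to 7.89 ± 1.19 CPM, a log2 fold change of -0.94 (standard error 0.15, adjusted p = 0.0492 from edgeR's quasi-likelihood test), which became -0.71 (adjusted p = 0.564) with the length trend removed.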
